# DHOK Exerts Anti-Cancer Effect Through Autophagy Inhibition in Colorectal Cancer

**DOI:** 10.3389/fcell.2021.760022

**Published:** 2021-12-17

**Authors:** Yuhan Shu, Xin Sun, Guiqin Ye, Mengting Xu, Zhipan Wu, Caixia Wu, Shouxin Li, Jingkui Tian, Haote Han, Jianbin Zhang

**Keywords:** DHOK, transcriptome sequencing, autophagy, colorectal cancer, mTOR pathway

## Abstract

DHOK (14,15β-dihydroxyklaineanone) is a novel diterpene isolated from roots of *Eurycoma longifolia Jack*, a traditional herb widely applied in Southeast Asia. It is reported that DHOK has cytotoxic effect on cancer cells, but its anti-cancer mechanism has still been not clear. In our study, we first observed that DHOK inhibits cell proliferation of colorectal cancer cells in a time- and dose-dependent manner. Next, we performed transcriptome sequencing to identify the targets of DHOK and found that autophagy-related signaling pathways are involved under DHOK treatment. Indeed, in DHOK-treated cells, the level of autophagosome marker LC3 and the formation of GFP-LC3 puncta were decreased, indicating the reduction of autophagy. Moreover, confocal microscopy results revealed the lysosomal activity and the formation of autolysosomes are also inhibited. Our western blotting results demonstrated the activation of mammalian target of rapamycin (mTOR) signaling pathway by DHOK, which may be attributed to the enhancement of ERK and AKT activity. Functionally, activation of autophagy attenuated DHOK-caused cell death, indicating that autophagy serves as cell survival. In xenograft mouse model, our results also showed that DHOK activates the mTOR signaling pathway, decreases autophagy level and inhibits the tumorigenesis of colon cancer. Taken together, we revealed the molecular mechanism of DHOK against cancer and our results also demonstrate great potential of DHOK in the treatment of colorectal cancer.

## Introduction

Colorectal cancer (CRC), a common malignant tumor of the digestive tract, mainly occurs in the colon or rectum. Among all cancers, CRC is the third most commonly diagnosed cancer (10.2% of total cases), and the third case of death (9.2% of total cancer deaths) (Bray et al., 2018). By sex, CRC is the third most commonly diagnosed cancer (10.9%) and the fourth most cause of cancer death (9.0%) in males. Among females, CRC cancer is the second most commonly diagnosed cancer (9.5%) and the third cause of cancer death (9.5%). Despite the general diminishments of CRC incidence for adults age >50 because of schedule screening, CRC incidence among adults <50 proceeds on expansion (Venugopal and Stoffel, 2019). Following by complete surgical resection, standard chemotherapy and targeted therapy are the most common treatments to CRC (Cespedes Feliciano et al., 2016). Current therapies to CRC mainly depend on customary cytotoxic agents, but they not only have limited effect to CRC but also cause damage effect to human health (Lee et al., 2015).

Eurycoma longifolia *Jack* (known as tongkat ali) is commonly found along the hilly jungle slopes in Southeast Asia, including Malaysia, Burma, Indochina, Thailand, Indonesia, and Philippines. *E. longifolia Jack* is a traditional herb used as traditional treatments for dysentery, fever, persistent fever, malaria, syphilis, smallpox, washing itches, and sexual insufficiency (Mohd-Fuat et al., 2007). Studies have proved that the extract of *E. longifolia Jack* has effects such as anti-tumor (Lau et al., 2009), anti-inflammatory (Ruan et al., 2019), anti-HIV (Kuo et al., 2004), and anti-gout (Liu et al., 2019). Eurycoma longifolia has various classes of bioactive compounds including quassinoids, β-carboline alkaloids, canthin-6-onealkaloids, triterpene-typetirucallane, squalenederivatives, andeurycolactone, eurycomalactone, laurycolactone, biphenyl neolignan, and bioactive steroids (Ang et al., 2002; Kuo et al., 2004; Bhat and Karim, 2010). DHOK (14,15β-dihydroxyklaineanone) (Structure is shown in Figure 1A) is a diterpene isolated from *E. longifolia Jack*, which has cytotoxicity to cancer cells, including human lung cancer, and human breast cancer (Kuo et al., 2004). However, the detailed anticancer mechanisms of DHOK remain unknown.

**FIGURE 1:**
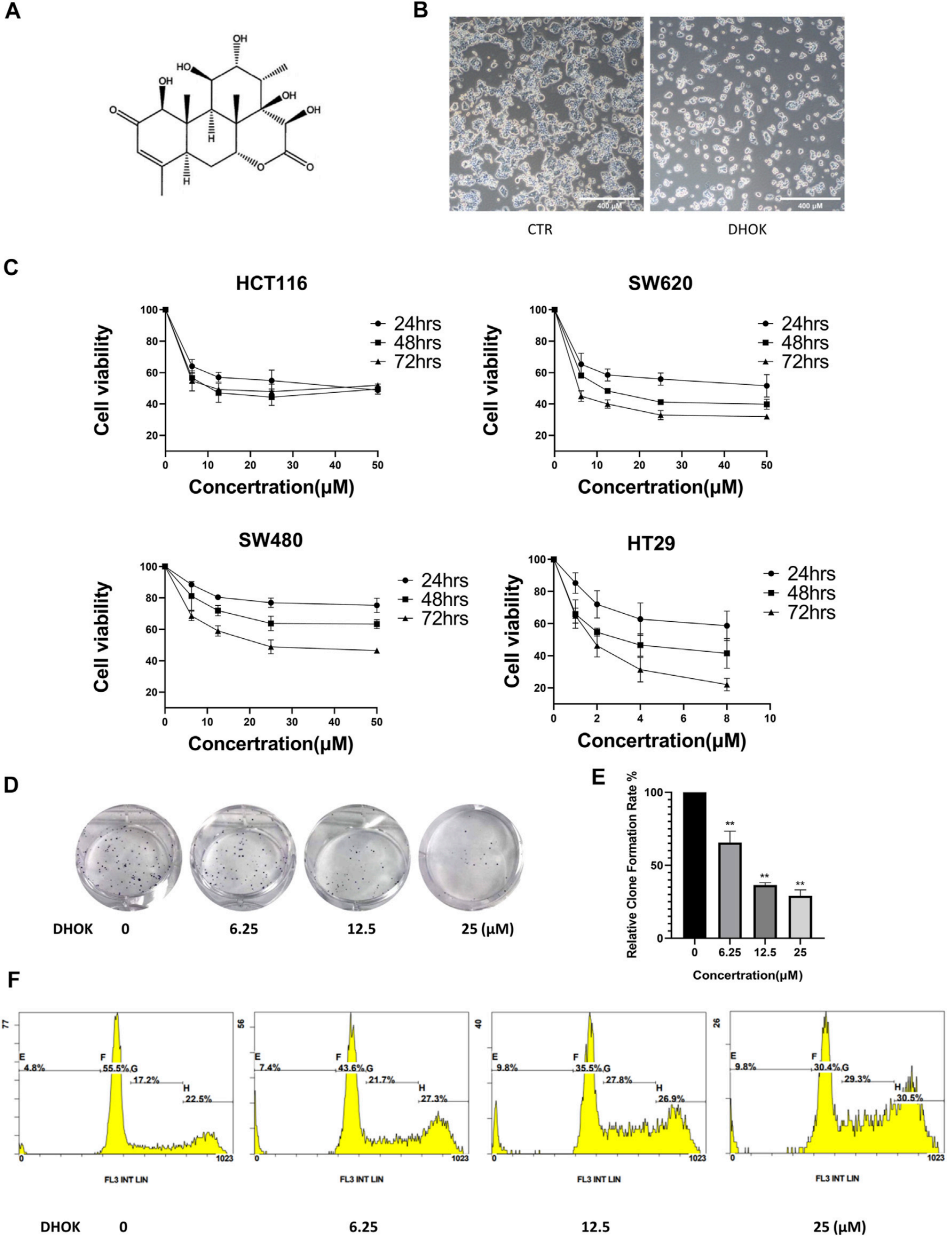
DHOK inhibits human CRC cell proliferation. **(A)** The structure of DHOK. **(B)** Cell morphology of SW620 cells with or without DHOK treatment (12.5 μM, 24 h). Scale bar 400 μm. **(C)** Cell viability of SW620, SW480, HCT116, and HT29 cells under different dosage of DHOK treatment (6.25, 12.5, 25 μM; or 1, 2, 4, 8 μM) for 24, 48, or 72 h **(D,E)** Colony formation assay of SW620 cells after different dosage of DHOK treatment (6.25, 12.5, 25 μM). The number of formed colonies was counted and statistically analyzed **p < 0.01. **(F)** The cell cycle of SW620 cells was analysed under DHOK treatment.

Autophagy is an evolutionarily conserved transport pathway which sequestrates, unwanted proteins, macromolecular complexes, and organelles into lysosomes for degrdation to maintain cellular homeostasis (Mauthe et al., 2018). At the early stage of autophagy, it is characterized with the formation of autophagosomes, which are double-membrane vesicles engulfing cytoplasmic constituents; at the late stage of autophagy, autophagosomes fuse with lysosomes to form autolysosomes to degrade the sequestered contents (Yu et al., 2018). Autophagy plays a dual role and has an association with apparently contradictory roles, such as pro-survival and pro-death (Dalby et al., 2010). Among plenty of pathways, mTOR pathway is one of the key pathways that regulate autophagy. High mTOR activity prevents Unc-51 Like Autophagy Activating Kinase 1 (ULK1) activation by phosphorylating ULK1 at Ser 757, and then inhibits autophagy initiation (Kim et al., 2011).

MTOR, a serine/threonine protein kinase, belongs to the phosphatidylinositol 3-kinases (PI3K) family. The activity of mTOR is inhibited under nutrient starvation, which is a crucial step of autophagy induction in eukaryotes (Jung et al., 2010). mTOR is also a central cell-growth regulator, which integrates growth factors and nutrient signals and inhibits autophagy (Kim et al., 2011). It is believed that the activated mTOR supports certain tumor cell growth by promoting protein synthesis, which is also the most important function of mTOR signaling (Agostini et al., 2018). The upstreams of mTOR signaling include PI3K-protein kinase B (AKT) pathway, the adenosine monophosphate-activated protein kinase (AMPK) pathway and the rat sarcoma (Ras)/rapidly accelerated fibrosarcoma (Raf)/mitogen-extracellular activated protein kinase (MEK)/ extracellular-signal-regulated kinase (ERK) pathway (Wang et al., 2019). AMPK activates autophagy though activating the ULK1 by phosphorylating Ser 317 and Ser 777 under glucose starvation. Howerver, high mTOR activity prevents ULK1 activation by phosphorylating ULK1 at Ser 757, and then inhibits autophagy initiation (Kim et al., 2011). AKT and ERK active mTOR signaling by inhibiting tuberous sclerosis complex (TSC)-1 and -2, which negatively regulates mTOR activity (Huang et al., 2008).

In this study, we detailedly explore the anti-cancer mechanism of DHOK in human CRC. Our results demonstrate that DHOK inhibits human CRC cell growth and the tumorigenesis of human CRC. It may be attributed to cell cycle arrest and the suppression of autophagy by DHOK. It was also revealed that DHOK treatment activates mTOR signaling pathway to decrease autophagy level both *in vitro* and *in vivo*. Moreover, the function of the autophagy inhibited by DHOK is pro-survival. These findings indicate that DHOK might be developed to be a novel therapeutic agent for human CRC though inhibiting protective autophagy.

## Materials and Methods

### Reagents and Antibodies

These following reagents were used in our research: crystal violet (Beyotime, #C0121), MTT (Solarbio, #M8180), dimethyl sulfoxide (DMSO, Sangon biotech, #A503039), a BCA protein assay kit (Solarbio, #PC0020), chloroquine (CQ, Sigma-Aldrich, #C6628), LysoTracker Red DND-99 (Invitrogen, #L7528), fetal bovine serum (FBS, Biological Industries, #04-001-1A), trypsin-EDTA Solution (BBI, #E607001), Earle’s balanced salts solution (EBSS, Gibco, #24010043), BeyoECL Plus (Beyotime, #P0018S), and Lipofectamine 2000 reagent (Invitrogen, #11668027).

Antibodies were obtained as follows: anti-LC3 antibody (Sigma-Aldrich, L7543), anti-α-tubulin (Sigma-Aldrich, T6199), anti-FLAG (Sigma-Aldrich, F3165), anti-β-actin (Sigma-Aldrich, A5441), anti-phospho-JNK (Proteintech, 80024) and anti-JNK (Proteintech, 66210). All of the other antibodies were purchased from Cell Signaling Technology: anti-phospho-AKT (cata. no. 4060), anti-AKT (cata. no. 4691), phospho-mTOR (cata. no.5536), anti-mTOR (cata. no. 2983), anti-phospho-S6 (cata.no. 2211), anti-S6 (cata. no. 2217), anti-phospho-4E-BP1 (cata.no. 2855), anti-4E-BP1(cata.no. 9452), anti-ERK1/2 (cata.no. 9102), anti-phospho-ERK1/2 (cata.no. 9101), anti-TSC2 (cata.no. 4308), anti-phospho-p38 (cata.no. 4511) and anti-p38 (cata.no 8690).

### Cell Culture

SW620 cells, SW480 cells, HCT116, and HT29 cells were purchased from ATCC (American Type Culture Collection). HeLa cells stably expressing GFP-LC3 and L929 cells stably expressing tfLC3 were kindly provided by Professor Shen Han-Ming (National University of Singapore, Singapore). Cells were maintained in high glucose dulbecco’s modified eagle medium (DMEM, HyClone) and supplemented with 10% FBS, 100 units/ml penicillin, 100 mg/ml streptomycin, 1 mM sodium pyruvate, and 1 mM nonessential amino acids. Cells were grown in 75-cm^2^ cell culture flasks (Biofil) at 37°C in a 5% CO_2_ incubator (Thermo Scientific).

### Cell Viability Assay

Cell viability was measured using the MTT assay. Cells (3 × 10^3^) were seeded in 96-well plates and allowed to attach overnight in a 5% CO_2_ incubator. The cells were then treated with DHOK (6.25, 12.5, 25, 50, and 100 μM). MTT (2.5 mg/ml) was added to each well and incubated for another 2 h at 37°C. The supernatants were carefully aspirated, and the purple formazan crystals were dissolved in 200 µL of DMSO. The absorbance was measured by a Multiscan spectrophotometer (Thermo Scientific) at 570 nm.

### Colony Formation Assay

A total of five hundred cells were seeded in a 6-well plate for 5 days. The original medium was removed, and the cells were incubated in medium containing DHOK at each concentration for 48 h. Then the medium was changed and incubated for another 14 days. Colonies were washed with PBS for three times and fixed by 4% paraformaldehyde (PFA), and then was photographed after staining with 0.1% (w/v) crystal violet. ImageJ was used to count colonies.

### RNA Sequencing

SW620 cells were seeded in 6-cm dishes overnight and treated with 12.5 μM DHOK for 24 h in a 5% CO_2_ incubator. The next day, 1 ml Trizol buffer (Beyotime, Shanghai, China) was used to lyse cells following the manufacturer’s procedure (Sun et al., 2020). The RNA sequencing (RNA-seq) experiments were undertaken by Lc-Bio Technologies Co., Ltd. (Hangzhou, China). The amount and purity of RNA was quantified by NanoDrop ND-1000 (NanoDrop, Wilmington, DE, United States). Then RNA was purified and fragmented. After that, RNA was reverse transcribed to cDNA, and next synthesized U-labeled second-stranded DNAs. An A-base was then added to the blunt ends of each strand and single- or dual-index adapters were ligated to the fragments. AMPureXP beads were used to size selection. The average insert size for the final cDNA library was 300 ± 50 bp. At last, the paired-end sequencing was performed.

### Transmission Electron Microscopy

SW620 cells were seeded into 6-cm dishes. After 24 h, cells were co-treated with 12.5 μM DHOK and 100 nM rapamycin (which induces autophagy though inhibiting the activity of mTOR) for 24 h. Then, the cells were collected with a cellscraper and centrifuged at 2,000 rpm for 4°C. The collected cells were fixed with 4% glutaraldehyde for another 2 h at room temperature and stored at 4°C (Gao et al., 2020). Electron photomicrographs of the SW620 cells were taken (Wuhan Goodbio Technology Co., Ltd., Wuhan, China).

### Lysosomal Morphology

HeLa-GFP-LC3 cells were seeded in eight-well Lab-Tek™ chambered coverglass (Thermo Scientific, 155411) overnight. Then, cells were co-treated with 12.5 μM DHOK and 100 nM rapamycin for 24 h. After that, supernatants were discarded and the cells were washed with PBS. Cell were stained with lysotracker red for 30 min. Confocal microscope was used to observe lysosome.

### Western Blotting

Cells were seeded into 6-well plates or 12-well plates for 24 h and treated with DHOK. 24 h later, cells were collected by scraping and washed three times with PBS. Then, the cells were lysed with RIPA buffer for 30 min on ice. The mixture was centrifuge at 13,200 rpm for 15 min at 4°C. The protein concentration in the supernatant were determined by a BCA protein assay kit (Beyotime, P0012). Equal amounts of proteins were separated on SDS-polyacrylamide gels and then electroblotted onto polyvinylidene fluoride (PVDF) membranes (Bio-Rad, 1620184). The membranes were blocked with Quick Block blocking buffer (Beyotime, P0252-500 ml) for more than 10 min and incubated with primary antibodies (1:1,000) overnight at 4°C. The next day, TBST was used to wash the membranes for 10 min × 3 times. Then, the membranes were incubated with secondary antibodies (1:3,000) for 2 h at room temperature. The membranes were washed 10 min × 3 times before development, and the immunoblots were visualized with an ECL system.

### Confocal Imaging

Cells were cultured in eight-well Lab-Tek™ chambered coverglass (Thermo Scientific, 155411) overnight and treated. All of the confocal images were obtained with × 60 oil objective (numerical aperture 1.4) lenses of Leika TCS SP5 Confocal.

### Cell Transfection

SW620 and HEK293 cells were seeded into 6-well plates overnight. Then, empty vector and Flag-Beclin1 plasmid were transfected into cells using Lipofectamine 2000 according to the manufacturer’s protocol. After 24 h, the cells were digested with trypsin, and collected by centrifuging. Then cells were reseeded for following experiments.

### Cell Cycle Analysis

SW620 cells were seeded into 6-well plates overnight. The next day, cells were treated with DHOK (0, 6.25, 12.5, and 25 μM). After 48 h treatment, cells were digested and washed. After that, cells were resuspended with 1 ml 70% ice-cold alcohol. Then cells were fixed at 4°C overnight. The next day, cells were washed with ice-cold PBS. Subsequently, cells were stained with RNase A-containing propidium iodide (PI) at 37°C for 30 min. Cell cycle phases were analyzed by flow cytometry at 488 nm.

### *In Vivo* Study

Female Balb/c nude mice (3–4 weeks old) were purchased from the Shanghai SLAC Laboratory Animal Co. Ltd. (Shanghai, China). Animal welfare was ensured, and the experimental procedures strictly followed the Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize animal suffering and to reduce the number of animals used. Xenograft tumors were established by subcutaneously injecting 1 × 10^7^ SW620 cells in PBS in a total volume of 0.1 ml. After 7 days, tumor-bearing mice were randomly divided into 2 groups: the vehicle group and DHOK (40 mg/kg) treatment group. The Vehicle group was treated with 10% DMSO, 20% polyethylene glycol and 5% Tween-80 in PBS (Shu et al., 2021). Two groups received treatments every 2 days by intraperitoneal injection. Mice were sacrificed after another 2 weeks. Tumor volume was calculated by the formula: Tumor volume = Length × Width × Width × 0.5.这个公式对的?

### Statistical Analysis

All experiments were repeated for three times. The results were analyzed using one-way ANOVA for statistical significance. Data were expressed as the mean ± standard error. *p < 0.05, **p < 0.01, ***p < 0.001. As long as *p*-value < 0.05, the difference was considered statistically significant.

## Results

### DHOK Inhibits Cell Proliferation in Human CRC Cells

To evaluate the anti-proliferative activity of DHOK in human CRC cells, SW620 cells were treated with DHOK and cell morphology showed cell blebbing and shrinkage, accompanied with a significant decrease of cell number (Figure 1B). In addition, several CRC cell lines were exposed to DHOK at different concentrations for 24, 48, and 72 h (Figure 1C), including SW620, SW480, HCT116, and HT29 cells. As shown in Figure 1C, the cytotoxicity of DHOK was shown a dose- and time-dependent manner. The IC_50_ of DHOK for SW620, SW480, and HCT116 cells were 12.35 μM (48 h), 28.99 μM (72 h), and 17.52 μM (48 h), respectively, while HT29 cells were much more sensitive to DHOK and the IC_50_ was around 4 μM (48 h). Next, we determined the inhibitory effect of DHOK on cell proliferation using colony formation assay. The results showed that DHOK significantly decreased colony formation in SW620 cells (Figures 1D,E). In order to know whether apoptosis is related with the anti-cancer effect of DHOK, we examined cell apoptosis by flow cytometryand found that DHOK did not increase the apoptosis level in SW620 cells (Supplementary Figure S1A). And cell cycle analysis was performed and showed that DHOK caused G2/M phase arrest in SW620 cells (Figure 1F), which may be the reason for the cell growth-inhibitory effect of DHOK.

### Profiling of DHOK Targets Through Transcriptome Sequencing

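RNA was sequenced from SW620 cells, an established line grown from a metastasis of a human colorectal cancer, after 24 h with 12.5 μM DHOK and from control cells, with 3 libraries per group. The paper describes extraction with Trizol, a U-labeled DNA strand and paired-end sequencing. The authors deposited whole-number counts and FPKM for 58825 genes with Ensembl identifiers and chromosome positions. Their labels name cutadapt, HISAT2, StringTie, edgeR and DESeq2, and the versions, the role of each tool and the genome build are not given in the sources used here. The positions overlapped those of the same genes in GENCODE v29, which is on GRCh38, for 99.92% of the 58552 identifiers found there. Total counts were 57101521, 53829944 and 58216051 in control replicates 1, 2 and 3, and 49304005, 52538158 and 74932031 in DHOK replicates 1, 2 and 3. Genes of the mitochondrial chromosome took 9.90% to 10.9% of the counts in the control libraries (median 10.4%) and 5.68% to 6.87% in the DHOK libraries (median 6.01%). From the counts, 18810 genes passed edgeR's filter on low counts, of which 13624 were protein-coding, and these were normalized by TMM and tested with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as differentially expressed. Levels are given in CPM, the TMM-normalized counts scaled to the library size, as the mean ± SD of the 3 libraries of a group. Across genes, which are not independent replicates, Pearson's r of log2 values was 0.965 to 0.973 between libraries of the same group and 0.919 to 0.926 between groups. The first principal component separated the groups and held 61.8% of the variance.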

To elucidate the anti-cancer mechanism of DHOK, we used transcriptome sequencing (RNA-seq) to identify cancer-associated gene signatures in human CRC cells treated with DHOK. 

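DHOK raised genes that build ribosomes and lowered lysosomal hydrolases, cholesterol synthesis genes and a joint list of ATF4 targets and amino acid synthesis genes. Of 97 ribosome biogenesis genes, 92 were higher with DHOK, 1 was lower and 4 did not pass the test, with a median log2 fold change of 1.196. SURF6, a nucleolar protein, rose from 76.9 ± 4.47 to 349 ± 3.80 CPM (SD, n = 3; log2 fold change 2.18). PNO1 and RRP9, which take part in making the small ribosomal subunit, rose with log2 fold changes of 2.17 and 2.05, and DKC1, the pseudouridine synthase of nucleolar RNPs, with 2.00. Its partner NHP2 fell, with a log2 fold change of -0.29. Cytosolic ribosomal protein genes went both ways, with 15 of 79 higher and 19 lower, a median log2 fold change of -0.0044 and RPS26 (0.94) and RPL3 (-0.73) among them. Over all genes tested, 4585 were higher and 4872 lower at an adjusted p under 0.05 from edgeR, which is 50.3% of them. All 3 DHOK libraries lay above or below all 3 control libraries for 61.8% of the genes, where chance gives 10%. Of 33 gene lists chosen before the data were examined, 13 passed limma's camera test with a preset correlation of 0.01. Genes of Figures 2E and 2F had been seen when the lists were made, and some lists hold them. Such lists are not wholly independent of these libraries. With a correlation estimated from the data, 4 passed, which were ribosome biogenesis (adjusted p = 0.0107), lysosomal hydrolases (0.0170), cholesterol synthesis (0.0170) and ATF4 targets (0.0426). Adjusted over the list alone, 92 ribosome biogenesis genes were higher and 2 lower, and 15 and 19 of the ribosomal protein genes. The median of the ribosomal proteins was negative while camera's direction was upward (adjusted p = 0.999).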

The differential expression of genes in SW620 cells treated with or without DHOK (12.5 μM, 24 h) was significant. Compared with the control, there were totally 4083 genes with their expression levels significantly altered following DHOK treatment. Among these differentially expressed genes, 2857 genes were downregulated and 1226 genes were upregulated (Figure 2A). 

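The genes that rose most with DHOK included a regulator of G-protein signaling, a growth factor of the EGF family and a glucose transporter. RGS16, which limits G-protein signaling, rose from 5.18 ± 0.0645 to 72.4 ± 1.72 CPM (SD, n = 3), a log2 fold change of 3.81 (standard error 0.0720, adjusted p = 4.5e-06 from edgeR). SLC2A3, the glucose transporter GLUT3, rose from 11.8 ± 3.20 to 148 ± 4.48 CPM (log2 fold change 3.66). EREG, a ligand of the EGF receptor family, and IL6R, the interleukin-6 receptor, had log2 fold changes of 3.65 and 3.61. The transcription factors BHLHE41 and TFAP2E rose with log2 fold changes of 3.79 and 3.72, and the immediate early gene ARC with 3.66. TBC1D4, a GTPase-activating protein of glucose transport, and SAMD4A, an RNA-binding protein, rose with log2 fold changes of 4.18 and 3.82. UPK3BL1 had the largest log2 fold change upward among genes of at least 10 CPM in the higher group, 7.14 (7.81 without control replicate 3), and can share reads with genes that overlap it on the same strand. The same limit holds for AC011511 (ENSG00000267303; 6.06), which had counts in control replicate 2 alone among control cells (5.47 without control replicate 1 or control replicate 3; without control replicate 2 no count was left in control cells, and the fitted 12.73 is not a measured fold), and for the read-through gene PPAN-P2RY11 (4.09), whose log2 fold change was 2.00 without DHOK replicate 3. PPAN-P2RY11 had an adjusted p of 0.023 over all libraries and missed the threshold without control replicate 1 (0.0772), control replicate 2 (0.0713) and control replicate 3 (0.0628). By limma-voom neither AC011511 (adjusted p = 0.308) nor PPAN-P2RY11 (0.175) passed. At an adjusted p under 0.05 and a change of at least 2-fold, 4319 genes differed between the groups. The paper takes a p-value under 0.05 as significant in all its experiments and states no fold threshold for the sequencing, and 4083 genes in the authors' deposited table have a p-value under 0.05 and a change of at least 2-fold. Of those, 4075 were tested here, and 3442 were among the 4319, each with the same direction.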

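More of the genes that changed at least 2-fold fell than rose, and PIK3R2, PBXIP1 and SNX22 were among those that fell furthest. At an adjusted p under 0.05 from edgeR and at least 2-fold, 2737 genes were lower with DHOK and 1582 were higher. At 4-fold or more, 1064 were lower and 274 higher. PIK3R2, a regulatory subunit of phosphoinositide 3-kinase, fell from 54.9 ± 3.93 to 1.26 ± 0.244 CPM (SD, n = 3), a log2 fold change of -5.46 (standard error 0.173, adjusted p = 5.7e-06), at a locus where AC007192 overlaps it on the same strand. PBXIP1, which binds PBX transcription factors, fell from 25.1 ± 1.15 to 0.631 ± 0.0155 CPM (log2 fold change -5.31). CCNG2, an unconventional cyclin linked to growth arrest, had a log2 fold change of -4.62 and METTL7A, a protein of lipid droplets, -4.80. LRP1, an endocytic receptor, SLC27A1, a fatty acid transporter, and TJP3, a protein of tight junctions, had log2 fold changes of -4.24, -4.23 and -4.16. PRAP1, a secreted protein of the gut epithelium, fell to 0.322 ± 0.310 CPM with DHOK (log2 fold change -5.24, -6.32 without DHOK replicate 2 and -4.63 without DHOK replicate 3). SNX22 (-6.72), RAB43 (-5.94) and PCDHGB2 (-5.03) also fell, and each shares its place with another annotated gene, PPIB on the opposite strand, ISY1-RAB43 and other protocadherin genes. Without control replicate 2, the values were -4.03 for RAB43 and -4.17 for PCDHGB2, that of RAB43 was -6.66 without DHOK replicate 3, and by limma-voom neither RAB43 (adjusted p = 0.331) nor PCDHGB2 (0.237) passed. AL133352, which overlaps SEC31B and NDUFB8 on the same strand, had 12.2 ± 2.59 CPM in control cells and no count with DHOK, at least 692-fold lower against a floor of 3 counts over the group. The floor covers counting error alone.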

Subsequently, we performed gene ontology (GO) analysis of DHOK targets. It was shown that the distribution of these targets was in different parts of the cell, and especially in the nucleus, cytoplasm, mitochondria, lysosome, endoplasmic reticulum, Golgi apparatus etc. 

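Genes changed by DHOK were spread over the compartments of the cell, with nuclear genes mostly rising and lysosomal genes mostly falling. Of 1117 nuclear genes that changed at least 2-fold, 664 were higher and 453 lower. Of 80 lysosomal genes, 11 were higher and 69 lower, and of 264 genes of the endoplasmic reticulum, 77 were higher and 187 lower. Golgi genes numbered 222 (81 higher, 141 lower), mitochondrial genes 280 (124 higher, 156 lower), cytoplasmic genes 1160 (477 higher, 683 lower) and cytoskeletal genes 257 (84 higher, 173 lower). In the annotations of the deposited table, cytoplasm held 34.3% of the 3380 compartment labels of these genes, nucleus 33.05%, mitochondrion 8.28%, endoplasmic reticulum 7.81%, cytoskeleton 7.60%, Golgi apparatus 6.57% and lysosome 2.37%. Peroxisomal genes mostly fell, with 29 of 47 lower, 7 higher and a median log2 fold change of -0.56 (camera adjusted p = 2.99e-04; adjusted p = 0.0649 with an estimated correlation). IDH1, an isocitrate dehydrogenase of cytosol and peroxisomes, fell from 87.9 ± 2.35 to 13.9 ± 0.798 CPM (SD, n = 3), and CAT, the catalase of peroxisomes, had a log2 fold change of -2.23. Of 51 oxidative phosphorylation genes of the nuclear genome, 11 were higher and 13 lower (median -0.058, camera adjusted p = 0.6999), among them SDHC (-0.90) and NDUFB10 (0.51). Of 23 chaperone genes of the endoplasmic reticulum, 7 were higher and 6 lower. These included HSPA5, the chaperone BiP (0.61), XBP1, a transcription factor of the unfolded protein response (1.53), and HERPUD1, a protein of degradation at the endoplasmic reticulum (-0.90). The chaperone list had a median of -0.11, a mean of 0.029 and an upward direction in camera (adjusted p = 0.6999). Adjusted over the list alone, 31 peroxisomal genes were lower and 8 higher, 13 and 11 of oxidative phosphorylation, and 7 and 7 of the chaperones. None of the 7 compartments passed one-sided Fisher's exact tests for more changed genes than among the annotated genes tested, in which genes are not independent. The lowest unadjusted p was 0.241, for the lysosome. With higher and lower genes tested apart, the nucleus passed for the higher genes (adjusted p = 5.94e-18), and the lysosome (3.36e-04) and the endoplasmic reticulum (0.0389) for the lower ones. With adjusted p alone and no fold threshold, 3 compartments passed.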

(Figure 2B).

**FIGURE 2:**
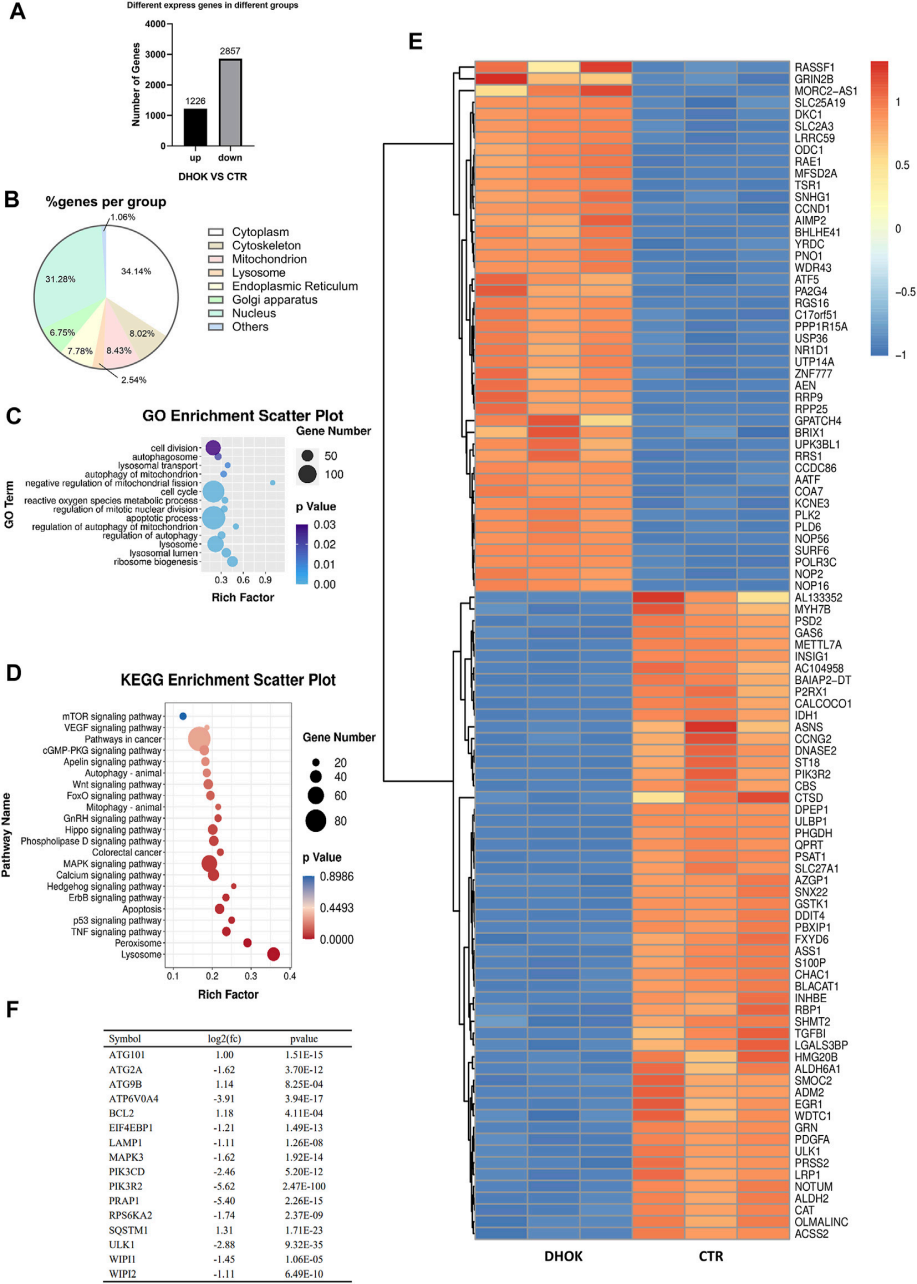
DHOK exerts an inhibitory effect on autophagy-related signaling pathway. SW620 cells were treated with DHOK (12.5 μM, 24 h) and harvested for RNA extraction. Human gene expression was analysed using transcriptome sequencing. **(A)** The number of significant differential expressed gene. **(B)** Cellular localization of the DHOK targets was shown in GO analysis. **(C)** GO enrichment analysis scatter plot. The size of black circle was meant to the unigene number and different colors were meant to different *p* values. **(D)** KEGG enrichment of signaling pathways in DHOK-treated cells. Red and blue color refered to the upregulated and downregulated genes, respectively. The fold changes were also described on the top-right corner. **(E)** Heat map of the differentially expressed genes. **(F)** List of autophagy-related genes that have significant changes.

To understand the inhibitory effect of DHOK on human CRC cells, the differentially expressed genes identified were subjected to functional enrichment analysis. 

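Genes of ribosome biogenesis and of the lysosomal lumen held more genes changed by DHOK than expected, and the terms on autophagy held mixed changes. Of 97 genes annotated to ribosome biogenesis, 50 changed at least 2-fold, and all 50 were higher. Of 72 genes of the lysosomal lumen, 28 were lower and 4 higher at that size. Lysosomal hydrolases, a list chosen before the data were examined, had 32 of 46 genes lower and 4 higher, with a median log2 fold change of -1.03 (camera adjusted p = 1.02e-10). The genes of Figures 2E and 2F had been seen when this list was made. GM2A, the activator protein of ganglioside breakdown, fell from 13.3 ± 2.32 to 0.778 ± 0.159 CPM (SD, n = 3; log2 fold change -4.08), TPP1, a peptidase, with a log2 fold change of -3.04, and GRN, the precursor of granulins, with -2.87. DNASE2, the acid nuclease of the lysosome, had a log2 fold change of -2.75, while ARSB, a sulfatase, rose (1.57). Of 32 genes of lysosomal membrane proteins and transporters, 14 were lower and 2 higher (median -0.47, camera adjusted p = 0.0377; adjusted p = 0.336 with an estimated correlation), among them NPC2, a soluble carrier of cholesterol, at -2.00 and ABCA2 at -1.69. Without control replicate 3, the adjusted p of this list was 0.0606. Adjusted over the list alone, 32 hydrolases were lower and 4 higher, and 14 and 2 of the membrane list. By one-sided Fisher's exact tests against the 13423 annotated genes tested, 5 of the 14 terms of Figure 2C passed after adjustment over the figure. They were ribosome biogenesis (adjusted p = 1.1e-08), lysosomal lumen (3.2e-04), reactive oxygen species metabolic process (13 of 30 genes, 0.0425), negative regulation of mitochondrial fission (3 of 3 genes, all lower, 0.0425) and regulation of autophagy of mitochondrion (8 of 16 genes, 0.0462). The 3 genes of mitochondrial fission were PINK1, PPARGC1A and MAPT, named after their values were seen. Autophagosome had 16 of 61 genes changed (adjusted p = 0.372), lysosomal transport 7 of 18 (0.1701), autophagy of mitochondrion 10 of 34 (0.306) and regulation of autophagy 21 of 66 (0.147). Cell cycle had 117 of 606 genes changed, where 139 were expected. Over all 5963 terms of 5 to 500 genes, 14 passed, and of those in Figure 2C these were ribosome biogenesis and lysosomal lumen. Genes of a term share regulation and are not independent, so these p-values rank the terms. With all annotated genes of the table as background, 10 of the 14 passed, among them lysosomal transport (adjusted p = 0.0202) and regulation of autophagy (0.00648), and with higher and lower genes tested apart, 1 and 3 passed.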

The significantly enriched GO terms were mainly associated with autophagy, including autophagosome formation, lysosomal transport, mitophagy, regulation of autophagy, metabolic stress etc. (Figure 2C). Kyoto encyclopedia of genes and genomes (KEGG) analysis showed that the targets of DHOK participated in various signaling pathways, including vascular endothelial growth factor (VEGF), mTOR, P53, tumor necrosis factor (TNF-α), mitogen activated protein kinase (MAPK), Ras, Wnt, forkhead box (FoxO) etc. 

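Among the pathways of Figure 2D, the lysosome pathway held the largest share of changed genes, 36.5%, and genes of the named cancer pathways went both ways. Of 115 genes of the KEGG lysosome pathway, 38 were lower and 4 higher by at least 2-fold. Output genes of ERK signaling, a MAPK pathway, mostly rose, with 13 of 22 higher, 3 lower and a median log2 fold change of 0.59 (camera adjusted p = 5.76e-04; adjusted p = 0.199 with an estimated correlation). CCND1, the cyclin of G1 progression, rose from 145 ± 9.30 to 606 ± 18.4 CPM (SD, n = 3), AREG and LIF, secreted ligands, had log2 fold changes of 2.45 and 1.75, and DUSP6, a phosphatase of ERK, fell (-1.02). For SW620 cells, the paper reports no significant rise of phosphorylated ERK at 24 h, the time of this RNA. It reports such a rise soon after DHOK was added. The RNA of these output genes does not measure ERK activity. Of 28 p53 target genes, 12 were higher and 7 lower (median 0.24, camera adjusted p = 0.0604, and 0.0155 with no filter on low counts), with PLK2, a polo-like kinase, at 3.48, AEN, a nuclease of apoptosis, at 2.07 and BTG2, an antiproliferative gene, at -1.13. Of 21 Wnt target genes, 10 were higher and 6 lower (median 0.48, camera adjusted p = 0.205), among them LGR5 (1.38) and NOTUM, a Wnt deacylase (-1.76). Of 23 TNF and NF-kB target genes, 9 were higher and 3 lower (median 0.19, camera adjusted p = 0.273), among them CXCL8 (2.07) and NFKB1 (1.13). Of 37 apoptosis regulators, 14 were higher and 9 lower (median 0.16, camera adjusted p = 0.252), among them PMAIP1, which encodes NOXA (1.17), and CASP9 (-1.06). Adjusted over the list alone, 14 ERK output genes were higher and 4 lower, 12 and 7 of p53, 10 and 6 of Wnt, 9 and 4 of TNF and NF-kB, and 15 and 9 of apoptosis. By one-sided Fisher's exact tests against the 5400 annotated genes tested, the lysosome pathway passed (42 of 115 genes, adjusted p = 0.00875 over the 22 pathways of the figure) and the other 21 did not. The mTOR pathway had 20 of 136 genes changed where 30.6 were expected, p53 14 of 69, VEGF 11 of 52, FoxO 26 of 117, Wnt 33 of 125, MAPK 57 of 228 and TNF 28 of 91 (adjusted p = 0.191). The Ras pathway, which the figure does not list, had 42 of 169 genes changed where 38.0 were expected (unadjusted p = 0.255, Fisher's exact test). Genes of a pathway are not independent. With adjusted p alone and no fold threshold the lysosome pathway did not pass (adjusted p = 0.329), and with lower genes alone it did (38 genes, adjusted p = 2.97e-07). With higher genes alone the Hippo pathway passed (9.33e-05).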

(Figure 2D).

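Genes annotated to autophagy went up about as often as down under DHOK. Of 350 tested genes with an autophagy annotation in GO, in KEGG or in the lists chosen here, 111 were higher, 108 were lower and 131 did not pass the test at an adjusted p under 0.05 from edgeR. By at least 2-fold, 48 were lower and 28 higher, against 2737 lower and 1582 higher of all genes tested. Of the protein-coding genes tested, 1856 were lower and 1304 higher at that size. The median log2 fold change of the 350 genes was -0.027. They include inhibitors of autophagy such as MTOR, so counts by direction do not measure autophagy itself. Of 121 genes of the KEGG autophagy pathway, 42 were higher and 38 lower, with 13 lower and 7 higher by at least 2-fold. Of 18 receptors and adaptors that bring cargo to autophagosomes, 7 were lower and 5 higher (median -0.14, camera adjusted p = 0.346). BNIP3L, a mitophagy receptor of the outer mitochondrial membrane, fell from 22.2 ± 0.519 to 2.34 ± 0.558 CPM (SD, n = 3), a log2 fold change of -3.24 (standard error 0.188, adjusted p = 2.7e-05). CALCOCO2, the receptor NDP52, had a log2 fold change of -1.49, FKBP8 -1.25 and PINK1, the kinase that starts mitophagy, -1.19, while the mitophagy receptor FUNDC1 rose (1.22). Adjusted over the list alone, 7 receptors and adaptors were lower and 5 higher. With limma's fry, which tests the list's own genes without comparing them with other genes, the list passed as lower (adjusted p = 0.00335).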

The GO enrichment analysis also indicated that autophagy-related genes underwent significant changes in response to DHOK treatment. In the significantly altered genes, 45 genes were upregulated and 55 genes were downregulated (Figure 2E). 

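The genes changed with the lowest p-values under DHOK included genes of ribosome biogenesis, of the amino acid response and, in a few cases, of autophagy. Among the 100 genes of lowest q in the authors' deposited table, 45 were higher and 55 lower, a ranking tried after the figure's counts were known. Of those 100 genes, 14 belonged to ribosome biogenesis, by its list (97 genes tested) or by 2 GO terms. These terms were ribosome biogenesis (97 genes tested) and rRNA processing (158). The genes of the list and the terms together were not counted, so no share of all genes stands beside the 14. The list of ATF4 targets and amino acid synthesis, with 41 of the 18810 genes tested, held 11. Part of that list had been seen in Figure 2E, so its count is not independent of the figure. An autophagy annotation was held by 4 of the 100 genes, and by 350 of the 18810 genes tested. The 4 are named after their values were seen: DDIT4, which restrains mTORC1 (log2 fold change -3.59), PIK3R2, CTSD and ULK1. CTSD, the lysosomal protease cathepsin D, fell from 152 ± 26.6 to 34.5 ± 2.19 CPM (SD, n = 3), a log2 fold change of -2.14 (standard error 0.137, adjusted p = 3.8e-05). Among the 100 genes of lowest p from edgeR, 64 were higher and 36 lower. Both rankings take 100 genes, and the paper's text does not say how the genes of the heat map were chosen.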

Among those significantly changed genes, many genes belong to the core autophagy machinery and plays an essential role in autophagosome formation. 

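Genes of the autophagy machinery moved in both directions under DHOK. Of 40 genes of this machinery, 12 were higher, 12 lower and 16 did not pass the test, with a median log2 fold change of -0.14. ULK1, the kinase that starts autophagosome formation, fell from 40.7 ± 1.71 to 6.03 ± 0.678 CPM (SD, n = 3; log2 fold change -2.75). GABARAPL1, an ATG8 protein of the autophagosome membrane, fell from 19.1 ± 0.698 to 2.99 ± 0.246 (log2 fold change -2.67). ATG101, a partner of the ULK1 kinase, rose from 67.3 ± 1.52 to 147 ± 4.51, and UVRAG and WDR45B, of the phosphoinositide step, rose with log2 fold changes of 0.92 and 0.84. Among the genes that act later, when autophagosomes fuse with lysosomes, 9 of 20 were lower and 1 higher (median -0.21, camera adjusted p = 0.178). The gene that rose, SNAP29, had an adjusted p of 0.038 and missed the threshold without any 1 of the 6 libraries (0.0555 to 0.116). Those that fell included EPG5, a tether of that fusion, at -1.21, and VPS39 and VPS41, subunits of the HOPS complex, at -1.03 and -0.94. Of 22 subunits of the V-ATPase, the proton pump of lysosomes, 7 were lower and 5 higher (median -0.14, camera adjusted p = 0.566), with ATP6V0A1 at -1.37 and ATP6V0A2 at 1.13. Adjusted over the list alone, 14 machinery genes were lower and 12 higher, 9 and 1 of the fusion list, and 9 and 5 of the V-ATPase. As a list, the machinery did not pass camera's comparison with other genes (adjusted p = 0.566). Some of its members had been seen in Figure 2F when the list was made, so it is not wholly independent of that figure. By fry, which does not compare a list with other genes, the machinery (adjusted p = 3.55e-04), the fusion list (0.00529) and the V-ATPase (0.00888) passed as lower.

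**Figure D1:**
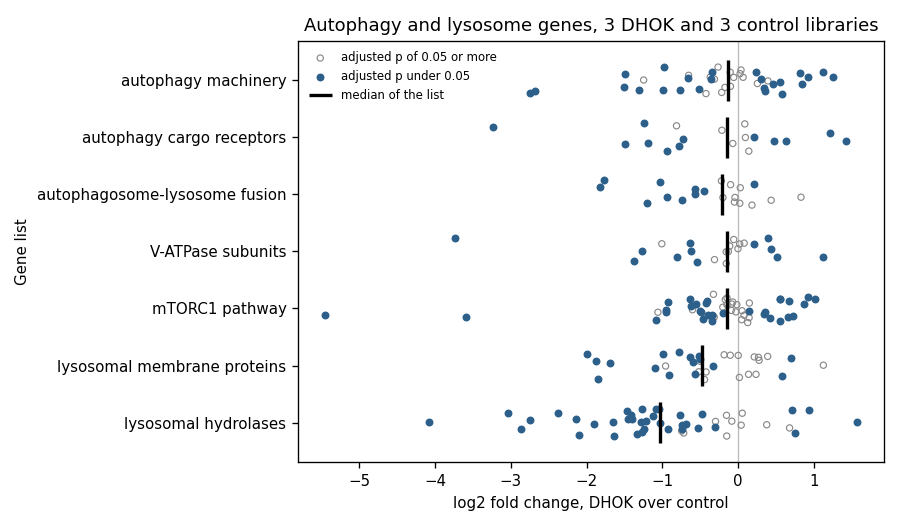
The log2 fold change of DHOK over control cells is plotted along the horizontal axis for every tested gene of 7 lists of autophagy and lysosome genes, with filled points for an adjusted p under 0.05 and a bar at each list's median. The median of the lysosomal hydrolases lies at -1.03 and that of the autophagy machinery at -0.14.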

As shown in Figure 2F, the autophagy level was decreased with the downregulation of series of autophagy-related genes, including WD repeat domain phosphoinositide interacting (WIPI)1, WIPI2, autophagy related 2A (ATG2A), ATPase H^+^ transporting V0 subunit A4 (ATP6V0A4) etc.

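WIPI1, WIPI2, ATG2A and ATP6V0A4 were all lower with DHOK. WIPI1 and WIPI2, which bind phosphoinositides where autophagosomes form, fell from 10.9 ± 0.633 to 4.41 ± 0.741 and from 86.5 ± 8.401 to 43.6 ± 2.20 CPM (SD, n = 3). ATG2A, which transfers lipids to the growing autophagosome membrane, fell from 43.5 ± 4.51 to 15.5 ± 1.80, and ATP6V0A4, a V-ATPase subunit, from 6.23 ± 0.669 to 0.459 ± 0.216. Their log2 fold changes from edgeR were -1.31 for WIPI1 (ENSG00000070540; standard error 0.164, adjusted p = 6.5e-04), -0.99 for WIPI2 (ENSG00000157954; standard error 0.0888, adjusted p = 1.4e-04), -1.49 for ATG2A (ENSG00000110046; standard error 0.124, adjusted p = 1.0e-04) and -3.74 for ATP6V0A4 (ENSG00000105929; standard error 0.366, adjusted p = 2.1e-04). In the deposited positions, WIPI2 lies on chromosome 7 from 5190196 to 5233840, ATP6V0A4 on chromosome 7 from 138706294 to 138799560, WIPI1 on chromosome 17 from 68420948 to 68457499 and ATG2A on chromosome 11 from 64894546 to 64917209. SQSTM1, the cargo receptor p62, rose from 167 ± 14.9 to 448 ± 12.5 (log2 fold change 1.43), as did ATG9B (1.25) and BCL2, an antiapoptotic protein that binds Beclin 1 (1.29). MAPK3, the kinase ERK1, fell with a log2 fold change of -1.499, RPS6KA2, a kinase downstream of ERK, with -1.61, LAMP1, of the lysosomal membrane, with -0.99 and EIF4EBP1, the translation repressor downstream of mTORC1, with -1.09. PIK3CD, a catalytic subunit of phosphoinositide 3-kinase, fell with -1.53. All 16 genes named in Figure 2F passed the test under those names, and since the paper chose them on these libraries, their number is not independent evidence. Of 51 genes of the mTORC1 pathway, 18 were lower and 13 higher (19 and 13 when adjusted over the list alone), with a median of -0.15 (camera adjusted p = 0.241). They included SESN2, a stress-induced inhibitor of mTORC1, at -0.95, and PRKAA2, a catalytic subunit of AMPK, at 1.02. By fry, which does not compare a list with other genes, this list passed as lower (adjusted p = 2.74e-04). ATG9B, PIK3CD, SQSTM1 and WIPI1 overlap genes of the opposite strand, and whether counts were made by strand is not given in the sources used here. The paper states, from Figure 2F, that the autophagy level was decreased with the downregulation of autophagy genes.

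**Figure D2:**
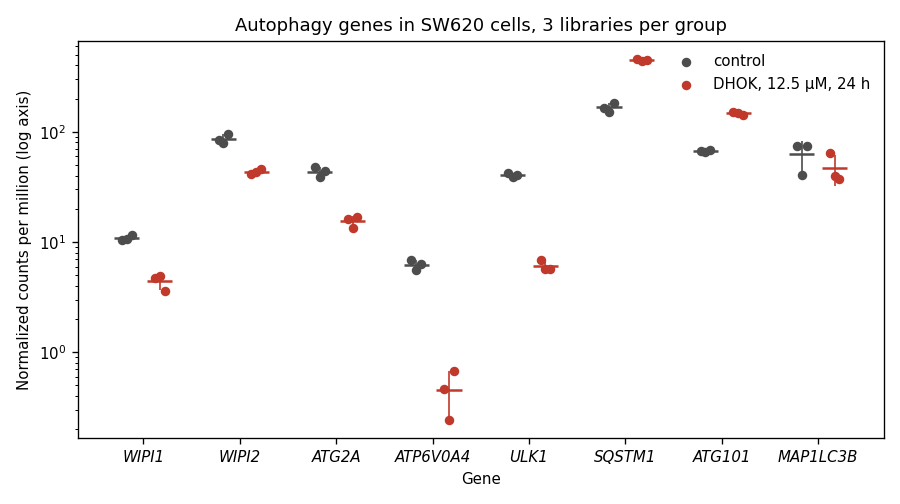
Normalized counts (CPM) on a log axis are plotted for 8 autophagy genes, with a point for each of the 3 control and 3 DHOK libraries, a horizontal line at the mean and a vertical line for the SD. WIPI1, WIPI2, ATG2A, ATP6V0A4 and ULK1 lie lower with DHOK and SQSTM1 and ATG101 higher, while the points of MAP1LC3B overlap.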

### DHOK Inhibits Autophagy in Human CRC Cells

To clarify the effect of DHOK on autophagy, cells were first treated with DHOK and the level of microtubule-associated protein 1 light chain 3 (LC3, autophagosome marker) was assessed. As shown in Figure 3A, the protein levels of LC3 were decreased in DHOK-treated cells, including SW620, HCT116, and SW480 cells. Moreover, autophagic flux level was also determined and CQ was used to inhibit lysosomal activity. In the presence of autophagy inhibitor CQ, the level of LC3 in these cell lines was also decreased by DHOK (Figure 3B), indicating the attenuated autophagic flux. In addition, transmission electron microscopy was also used for the assessment of the ultrastructure of DHOK-treated SW620 cells. As shown in Figure 3C, autophagy inducer rapamycin led to a large number of double-membrane autophagosomes formation, but the addition of DHOK markedly decreased the formation of autophagosomes. Meanwhile, confocal microscopy results also showed that DHOK treatment significantly attenuated the increase of GFP-LC3 puncta formation by rapamycin (Figures 3D,E).

**FIGURE 3:**
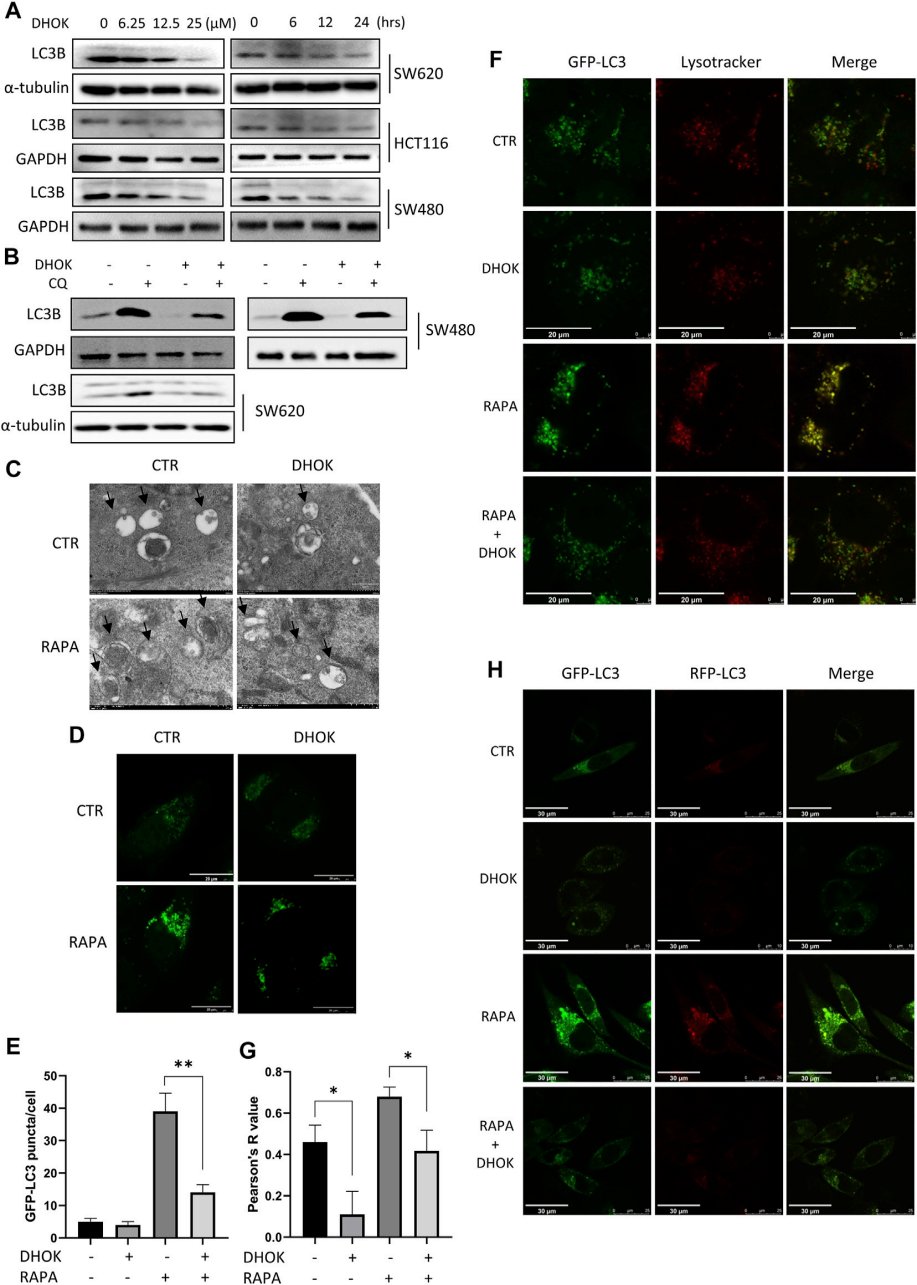
DHOK reduced autophagy level and inhibited the fusion of autophagosomes with lysosomes. **(A)** Expression of the LC3 protein in SW620, HCT116, and SW480 cells under different dosage of DHOK treatment (6.25, 12.5, 25 μM) for different time (6, 12, 24 h) was determined. **(B)** Expression of the LC3 protein in HCT116, SW480 and SW620 cells under DHOK treatment (12.5 μM, 24 h) with or without CQ (10 μM) was determined. **(C)** TEM images showed the ultrastructure of SW620 cells under DHOK treatment (12.5 μM, 24 h) in the presence or absence of rapamycin (100 nM). Scale bar 0.2 μm. **(D,E)** GFP-LC3 stably expressing cells were treated with DHOK (12.5 μM, 24 h) in the presence of rapamycin (100 nM) for 24 h. Confocal images of GFP-LC3 puncta were photographed. Scale bar 20 µm. The number of GFP-LC3 puncta were quantified by ImageJ. **p < 0.01 **(F,G)** HeLa cells stably expressing GFP-LC3 were stained with LysoTracker Red under DHOK treatment (12.5 μM, 24 h) in the presence of rapamycin (100 nM) for 24 h. Confocal images of GFP-LC3 puncta and lysosomes were photographed. Scale bar 20 µm. Colocalization index was calculated by ImageJ software. **(H)** L929 cells stably expressing tfLC3B were treated with DHOK (12.5 μM, 24 h) in the presence or absence of rapamycin (100 nM). Confocal images of GFP-LC3 and RFP-LC3 puncta were photographed (scale bar: 30 µm).

Next, we investigated the effect of DHOK on the lysosomal function, which belongs to the late stage of autophagic process. HeLa cells stably expressing GPF-LC3 was first treated with autophagy inducer rapamycin and then exposed to DHOK treatment. After LysoTracker Red staining, cells were imaged under a confocal microscope and we observed less lysosomes in DHOK-treated cells with red puncta, indicating the reduction of lysosomal acidification. While rapamycin treatment significantly increased the fluorescence levels of GFP-LC3 and lysosomes, and more importantly, the colocalization of GFP-LC3 and lysosomes were also enhanced. But the addition of DHOK attenuated the increase of lysosomal acidification and the fusion of lysosomes with autophagosomes by rapamycin (Figures 3F,G), indicating the inhibition of lysosomal function of DHOK. In addition, we also used L929 cells expressing mRFP-GFP tandem fluorescent-tagged LC3B (tfLC3) to examine the formation of autolysosomes. Under the acidic environment of the lysosome, the GFP-LC3 is degraded while the RFP-LC3 is stable. Thus, the number of RFP-LC3 puncta is often regarded as an indicator of autolysosome formation. As shown in Figure 3H, we observed the increase of RFP-LC3 puncta by rapamycin was also attenuated with the addition of DHOK, confirming the declined formation of autolysosomes.

### DHOK Treatment Leads to the Activation of mTOR Signaling Pathway

To reveal the molecular mechanism of autophagy inhibition by DHOK, we focused on the changes of mTOR signaling pathway, a classical pathway regulating autophagy. Here, SW620 cells were chosen to be treated with different dosages of DHOK for different time and western blot results showed the increase of an array of phosphorylated proteins (Figure 4A), including AKT, mTOR, S6 ribosomal protein and 4E-BP1, which belongs to AKT-mTOR signaling pathway. It suggested that DHOK treatment activates the AKT-mTOR signaling pathway in a dose- and time-dependent manner, which may be responsible for DHOK-caused autophagy inhibition. Consistently, the increase of these phosophorylated proteins were also detected in other human CRC cells, including SW480 and HCT116 cells (Figures 4B,C). Moreover, we treated cells with mTOR inhibitors to determine the active effect of DHOK on mTOR pathway. As shown in Figure 4D, either EBSS starvation or rapamycin treatment decreased the phosphorylation levels of mTOR, S6, and 4E-BP1, leading to the increase of autophagy level. But addition of DHOK reversed the inhibition of mTOR signaling pathway to some extent and also attenuated the increase of autophagy level by starvation or rapamycin. It demonstrated that DHOK-caused autophagy inhibition can be attributed to mTOR activation.

**FIGURE 4:**
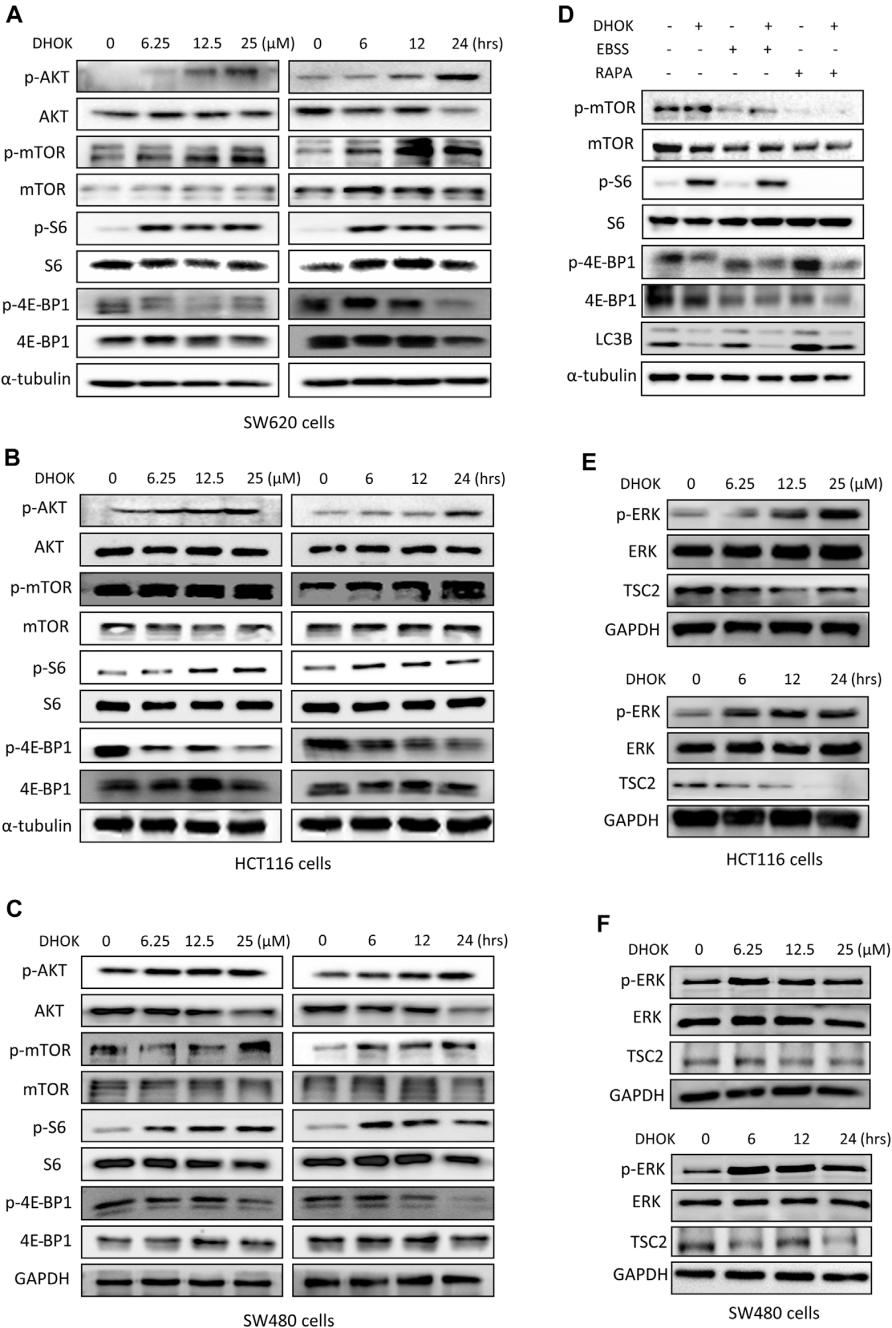
DHOK inhibits autophagy through activation of mTOR signaling pathway. **(A)** SW620 cells were treated with different dosage of DHOK (6.25, 12.5, 25 μM) for different time (6, 12, 24 h). Then cells were lysed for western blotting to detect the phosphorylation levels of AKT, mTOR, S6, and 4E-BP1. α-tubulin or GAPDH served as loading control. **(B,C)**, as in **(A)**, HCT116 and SW480 cells were treated with DHOK and cells were harvested for western blotting analysis of the above phosphorylated proteins. **(D)** SW620 cells were pretreated with EBSS starvation or rapamycin (100 nM) for 2 h and then treated with DHOK (12.5 μM, 24 h). And then cells were harvested for western blotting analysis of the phosphorylated mTOR, S6, 4EBP1, and LC3 levels. α-tubulin was used as loading control. **(E,F)** HCT116 and SW480 cells were treated with different dosage of DHOK (6.25, 12.5, 25 μM) for different time (6, 12, 24 h). And then cells were lysed for western blotting to examine the phosphorylated-ERK, ERK, and TSC2 protein levels. GAPDH was used as loading control.

In addition, we also investigated the upstream of mTOR and revealed the role of another molecule ERK in the activation of mTOR pathway by DHOK. Similar to AKT changes, in both HCT116 and SW480 cells, the phosphorylation level of ERK was increased with DHOK treatment in a time- and dose-dependent manner (Figures 4E,F). Meanwhile, its downstream molecule TSC2 was decreased accordingly, leading to the activation of mTOR signaling. But in SW620 cells, there was no significant increase in phosphorylation level of ERK levels after 12 h or 24 h treatment. Because the phosphorylation of ERK is a relatively fast process (Waas et al., 2003) thus the detection time point should be earlier. Our results showed that the phosphorylation level of ERK was greatly increased within a short time after DHOK treatment, while TSC2 level was also significantly decreased after 6 h treatment (Supplementary Figure S1B). In addition, we also examined the effect of DHOK on another two MAPK family members, p38 and JNK. The results showed that DHOK also increased the phosphorylation levels of p38, and JNK (Supplementary Figure S1C).

It seemed that DHOK regulates mTOR signaling through multiple pathways.

### Autophagy Protects Cancer Cells From the Cytotoxicity of DHOK

To elucidate the role of autophagy in DHOK-caused cell growth inhibition, we first treated cells with autophagy inducer rapamycin to activate autophagy. Cell morphology results showed less cell death under DHOK treatment in the presence of rapamycin (Figure 5A). The similar results were also shown in MTT assay, in which autophagy activation protected cell viability under DHOK treatment, indicating that autophagy serves as cell survival (Figure 5B). In addition, we also performed genetic induction of autophagy to confirm the survival role of autophagy through autophagy key gene Beclin 1 overexpression. As shown in Figures 5C,D, Beclin 1 was transfected to induce autophagy and overexpression of Beclin 1 significantly attenuated the cytotoxicity of DHOK.

**FIGURE 5:**
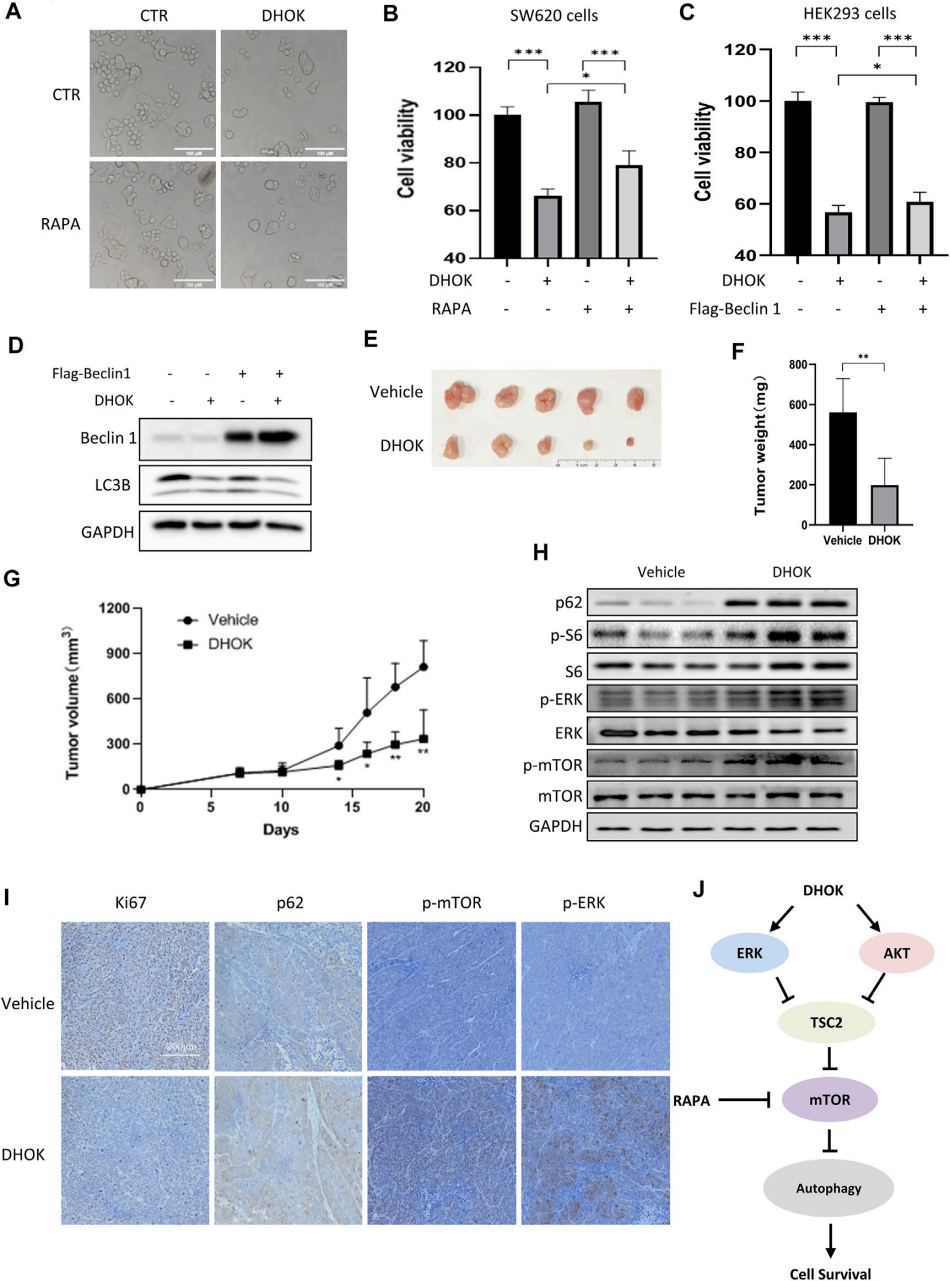
DHOK suppresses human CRC cell growth and tumorigenesis through autophagy inhibition. **(A)** Cell morphology of SW620 cells under DHOK treatment (12.5 μM, 24 h) in the presence or absence of rapamycin (100 nM). Scale bar 100 μm. **(B)** as in **(A)**, cell viability of SW620 cells under DHOK and rapamycin treatment. *p < 0.05 ***p < 0.001 **(C)** HEK293 cells were first transfected with Flag-Beclin 1 and then treated with DHOK (12.5 μM, 24 h). Cell viability was measured using MTT assay ***p < 0.001 **(D)** as in **(C)**, cells were collected and lysed for western blotting analysis of Beclin 1 and LC3. **(E, F)** Xenograft tumors were established by subcutaneously injecting SW620 cells and treated with or without DHOK (40 mg/kg). After 20 days inoculation, all mice were sacrificed and tumor mass was removed, photographed and weighed. **p < 0.01 **(G)** Xenograft tumor volumes were measured and tumor growth curves were plotted. *p < 0.05 **p < 0.01 **(H)** Western blotting analysis of p62, phosphorylated S6, ERK, and mTOR protein levels in xenograft tumor tissues from the Vehicle and DHOK treatment groups. GAPDH was used as loading control. **(I)** Xenograft tumor tissues were collected and prepared for immunohistochemistry analysis of Ki67, p62, phosphorylated ERK and mTOR levels (scale bar: 200 µm). **(J)** Schematic diagram of the anti-cancer mechanism of DHOK.

Finally, xenograft model mice were intraperitoneally treated with DHOK to evaluate the antitumor effect of DHOK *in vivo*. During the experiment, all tumor-bearing mice were alive and no mice died. Also there was no significant difference observed in body weight between the vehicle and DHOK groups in the first of 14 days. With time, the body weight was slightly decreased in the vehicle group, while the body weight was significantly increased in the DHOK group (Supplementary Figure S1D). After 20 days inoculation, all mice were sacrificed (Supplementary Figure S1E) and tumor mass was removed, photographed and weighed (Figures 5E,F). As shown in Figure 5G, treatment with DHOK inhibited tumor xenograft growth by 64.6% when compared with the vehicle. This result indicated that DHOK also exerts a tumor-suppressive effect *in vivo*. In addition, we also examined autophagy-related protein expression in tumor tissue by western blotting and immunohistochemistry. The results showed that autophagy protein p62 level was upregulated and Ki67 level was downregulated in the DHOK group (Figures 5H,I), indicating the decrease of autophagy. Meanwhile, the phosphorylated S6 level, the phosphorylated ERK level and the phosphorylated mTOR level were increased after DHOK treatment (Figures 5H,I), indicating the activation of mTOR signaling, which was consistent with the above *in vitro* results.

## Discussion

*E. longifolia Jack*, also named tongkat ali, is one of Malaysia’s three national treasures. Many compounds extracted from *E. longifolia* have been found the activity of anti-cancer. In general, the compounds in *E. longifolia* exert anti-cancer effects mainly through apoptosis and cell cycle arrest. For example, F16 (an active component of Eurycoma longifolia Jack) induced apoptosis in MCF-7 cells (Tee and Azimahtol, 2005); eurycomanone induced apoptosis and G2/M arrest in HepG2 (Zakaria et al., 2009); TAF273 (a fraction of *E. longifolia* root methanolic extract) induced apoptosis and cell cycle arrest in K-562 cells (Al-Salahi et al., 2014); a standardized quassinoid mixture (SQ40) from *E. longifolia* inhibited LNCaP cell growth through G0/G1 phase arrest (Tong et al., 2015). DHOK is a quassinoid isolated from *E. longifolia*. Although DHOK has been reported to have anti-cancer effects *in vitro*, the mechanism remains unclear. Here, we first found that DHOK can inhibit CRC cell proliferation but does not induce apoptosis (Figure 1). To elucidate the anti-cancer mechanism of DHOK, we did RNA-seq and then performed GO analysis and KEGG analysis. The results indicated DHOK may influence autophagy-related signaling pathways (Figure 2). After that, we determined autophagic flux and confirmed the inhibitory effect of DHOK on atuophagy and lysosomal function (Figure 3).

Autophagy is an intracellular nutrient scavenging pathway, in order to sustain survival in starvation, cells eat parts of themselves and presumably recycle the breakdown products (Guo and White, 2016). Autophagy is a complicated regulatory process, which is regulated by many upstream regulating signaling pathways, such like PI3K-AKT-mTOR, LKB1-AMPK-mTOR, P53, Beclin 1, and Bcl-2 pathway (Chen et al., 2010). Among these pathways, mTOR serves as the main regulator of autophagy (Chen et al., 2010), meanwhile, it is key regulators of translation and ribosome biogenesis, and it contributes to autophagy induction in response to starvation (Jung et al., 2010). Therefore, we examined the effect of DHOK on the mTOR pathway. The results showed an array of phosphorylated proteins increased in CRC cells, which belong to AKT-mTOR signaling pathway, including AKT, mTOR, S6 ribosomal protein, and 4E-BP1 (Figures 4A–C). DHOK can reverse the inhibition of mTOR signaling pathway by starvation or rapamycin and can attenuate the increase of autophagy level, which demonstrated that DHOK-caused autophagy inhibition can be attributed to mTOR activation (Figure 4D). We also investigated the upstreams of mTOR and found that the activation of MAPK pathway may lead to the enhancement of mTOR signaling through inhibiting TSC2 (Figures 4E,F, Supplementary Figures S1B,C). *In vivo* experiment results also support this conclusion (Figures 5H,I).

The function of autophagy in physical process is complexand defects in autophagy affects mammalian survival. For example, Atg5 is a key autophagy gene and essential for autophagosome formation, and Atg5 knockout mice died within 1 day of delivery (Kuma et al., 2004). Thus, autophagy gives hungry newborn mice energy to live longer. When it comes to cancer, the function of autophagy is still in an undetermined debate. Autophagy in cancer is either tumor suppression or tumor promotion. The tumor suppressive function of autophagy was firstly validated through genetic approaches of Beclin 1 (Chen et al., 2010). Yue et al. discovered that Beclin 1 knockout mice died early in embryogenesis while a high incidence of spontaneous tumors occurred in Beclin 1^+/−^ mutant mice, supporting the tumor suppression activity of autophagy (Yue et al., 2003). Bax-interacting factor-1 (Bif-1) protein is another positive regulator of autophagy and loss of Bif-1 promotes colon adenocarcinomas (Coppola et al., 2008). All of these data support the role of autophagy in tumor suppression.

There is growing evidence that autophagy supports tumor survival (Chen et al., 2010). Allelic loss of Beclin 1 results in the sensitization of mammary epithelial cells to metabolic stress and lumen formation in mammary acini is also accelerated (Karantza-Wadsworth et al., 2007). In Bax/Bak-deficient cells depending on growth factor, autophagy protects the cell death under the deprivation of growth factor (Lum et al., 2005). Through recycling the damaged proteins and organelles, autophagy serves as a back-up energy reserve to sustain the survival of cancer cells against different cancer therapeutics (Chen et al., 2010). Therefore, autophagy may play a tumor-promoting role by alleviating and limiting metabolic stress to protect the integrity of the genome and develop resistance to anti-cancer therapy.

Beclin 1 participates in the initial stage of autophagy and is essential for the autophagosome formation (Cao and Klionsky, 2007; Chen et al., 2010). In our experiment, autophagy was activated by transfection of Flag-Beclin 1 (Figure 5C). We found that DHOK has an inhibitory effect on autophagy, and autophagy protect tumor cells (Figures 5A,B,D). As we know, many traditional Chinese medicine extracts or compounds have also been shown to induce autophagy, such as curcumin (Shinojima et al., 2007), dihydroartemisinin (Hu et al., 2014), and artesunate (Zhou et al., 2020). And only a few compounds have an inhibitory effect, such as 3-Methyladenine, bafilomycin, blocking the fusion of and CQ. These autophagy inhibitors have their own disadvantages, for example, 3 MA requires a higher working concentration and is more toxic to cells; CQ can induce retinal damage (Udristioiu and Nica-Badea, 2019); bafilomycin can induce apoptosis (Yuan et al., 2015). Unlike these inhibitors, DHOK seems to have fewer side effects. As shown, DHOK did not induce cell apoptosis (Supplementary Figure S1A), and *in vivo* experiments demonstrated the safety of DHOK treatment in tumor-bearing nude mice (Supplementary Figure S1D). Therefore, DHOK has the great potential to be developed as a novel autophagy inhibitor.

It has been revealed in many preclinical studies that various cancer therapies are also able to induce autophagy, which serves as cytoprotective rather than cytotoxic (Onorati et al., 2018). For example, a proteasome inhibitor bortezomib has exerted broad anti-tumor activities in many malignancies while it also induces protective autophagy in cancer cells (Min et al., 2014). Through reserving the energy, autophagy helps cancer cells to build resistance to metabolic stress caused by different cancer therapeutics (Chen et al., 2010). Thus, autophagy inhibitors have been widely used in the treatment of cancer. As an autophagy inhibitor, DHOK has the possibility of clinical application. Of course, this requires more experiments and more experimental data to support. For example, detailed toxicology studies are also needed to confirm safety. Meanwhile, pharmacokinetics study of DHOK is also warranted.

In summary, we have elucidated that autophagy inhibition is an inhibitory mechanism of DHOK against CRC cell proliferation (Figure 5J). The autophagy is controlled by the mTOR pathway, suggesting that agonists of the mTOR pathway, including DHOK, could be a potential therapeutic strategy for CRC. Considering that many anti-cancer drugs activate protective autophagy, combination of DHOK and other drugs is also full of potential, and we will do subsequent experiments.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus–GSE189697.

How the deposited data were processed for this re-analysis (not part of the article)

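RNA from SW620 cells treated with 12.5 μM DHOK for 24 h and from control cells was sequenced by the authors, with 3 libraries per group, and all 6 libraries were used. Samples were grouped by the titles and treatment tags of their labels, and the dose and time were taken from the paper. The paper states that all its experiments were done 3 times, and does not say what the control cells received or whether the libraries of a group came from separate cultures.

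The counts in the authors' deposited table are whole numbers per gene, and the authors' labels name cutadapt, HISAT2, StringTie, edgeR and DESeq2 without versions or roles. The FPKM values in the deposited tables were computed by the authors per kilobase and per sequenced fragments, with 0.0001 given to genes without reads. The ratio in the authors' deposited comparison equals the mean FPKM of the DHOK libraries over that of the control libraries for all 58825 genes. The log2 values in that deposited comparison are the logarithm of this ratio. The p-values and q-values of the deposited comparison are the authors' own, and the tool that gave them is not stated. The mark of significance in the authors' table equals a p-value under 0.05 with a change of at least 2-fold. The genome build is not given in the sources used here. Positions are printed as deposited, and they overlap the GRCh38 positions of GENCODE v29 for 99.92% of the identifiers found in both.

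Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and tables were made in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 18810 of 58825 genes, while 28766 had no count in any library. Libraries were normalized by TMM, and the groups were compared with edgeR's quasi-likelihood test without covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested, and changes of at least 2-fold were also counted. Total counts were 49304005 to 74932031 per library. Counts varied between replicate libraries by more than counting error (chi-squared per degree of freedom of 41.4 to 60.4), so a floor of 3 counts covers counting error alone. The test was checked on simulated counts for these 18810 genes with the dispersion of each gene, where it recovered 6 of 67 genes changed 1.5-fold, 19 of 67 changed 2-fold and 40 of 66 changed 4-fold, and called 5 of 18610 unchanged genes. Only 200 genes were changed there, against 9457 called in the data. Adjustment is stricter with few changed genes, so these shares do not measure the power in the data.

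Gene lists were fixed before the data were examined, and matched to the deposited table, where 1087 of 1091 entries were found, 1085 by identifier and the others by symbol. They covered autophagy machinery, autophagy cargo receptors, autophagosome-lysosome fusion, lysosomal hydrolases, lysosomal membrane proteins, V-ATPase subunits, the TFEB family and its regulators, the mTORC1 pathway, ribosome biogenesis, cytosolic ribosomal proteins, ATF4 targets and amino acid synthesis, aminoacyl-tRNA synthetases, p53 targets, G2/M genes, DNA replication genes, cholesterol synthesis, endoplasmic reticulum chaperones, NRF2 targets, immediate early genes, ERK output genes, small nucleolar RNA host genes, apoptosis regulators, TNF and NF-kB targets, Wnt targets, peroxisome, oxidative phosphorylation, glycolysis and hypoxia, replication-dependent histones, mitochondrially encoded genes, and markers of fibroblasts, leukocytes, endothelium and colon epithelium. Genes of Figures 2E and 2F had been seen when the lists were made, and some lists hold them. Each list was compared with the other genes by limma's camera with a preset correlation of 0.01, adjusted over the 33 lists. The camera test was checked on simulated counts with 1 planted and 32 random lists, and called the planted list and none of the random ones. Genes were drawn there without correlation, and only the planted list was changed. The check therefore could not show false calls of lists whose genes vary together. Terms of Figure 2B, 2C and 2D were tested with one-sided Fisher's exact tests on the GO and KEGG annotations of the deposited table, with the annotated genes tested as background. Terms were adjusted over each figure, and those of 5 to 500 genes over all terms.

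The genes named in the text were chosen by a rule fixed before the data were examined. It takes the genes the paper's text names from the sequencing and those of Figure 2F, whose values had been seen in the figure. It adds the 12 genes with the largest fold in each direction among genes with at least 10 CPM in the higher group, an adjusted p under 0.05 and no overlap between the groups. From each list it takes up to 4 called members with the largest fold in the direction most called members took and up to 2 in the other, with at least 5 CPM in the higher group. Where the autophagy machinery had 12 members in each direction, 4 higher and 2 lower members were taken. It also takes the genes of proteins the paper blots or stains, not all of which are reported here, and ACTB, GAPDH, TUBA1A and TUBA1B. Genes named outside the rule are said to be so.

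Alternatives fixed before the data were examined were no filter and a stricter filter on low counts (mean CPM of at least 5), DESeq2 1.42.0 with its size factors, upper quartile scaling, limma-voom, the replicate number as a term, leaving out each library in turn, unadjusted p-values, the authors' p-values over the genes tested here, camera with an estimated correlation, limma's fry, and other backgrounds and gene sets for the terms. Total-count scaling, leaving out the genes of the mitochondrial chromosome and leaving out genes whose counts jump between replicate libraries were added after the data were seen. The threshold for a jump, at least 2-fold between the highest and lowest library of a group at 20 CPM or more, was also set after the data were seen. Trends with transcript length and GC content were removed with mgcv 1.9.3 for 18752 genes with a GENCODE transcript. Intervals of list medians came from 10000 bootstrap resamples of a list's genes. Such genes are not independent, so the intervals can be too narrow, and they leave out the spread between libraries. The FPKM were not tested, since counts were at hand. Reads were not analysed here.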

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

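The tests of ATF4 RNA, of scaling and of transcript length and GC content were chosen after the result was seen, and that of the small nucleolar RNA host genes before. The results in this part concern gene lists that the paper does not discuss and that differed between DHOK and control libraries.

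Target genes of the stress factor ATF4 and genes of amino acid synthesis were lower with DHOK in 32 of 41 cases and higher in 6, with a median log2 fold change of -1.29 (32 and 6 when adjusted over the list alone; camera adjusted p = 5.2e-20; adjusted p = 0.0426 with an estimated correlation). CBS, an enzyme of cysteine synthesis, fell from 83.8 ± 3.39 to 6.07 ± 0.298 CPM (SD, n = 3; log2 fold change -3.79), INHBE, an inhibin subunit, had a log2 fold change of -3.78 and the peptide hormone gene ADM2 -3.48. ATF5, a related transcription factor, rose (2.78), as did the amino acid transporter subunit SLC3A2 (1.06). Part of this list had been seen in Figure 2E. Of 23 aminoacyl-tRNA synthetases and partners, some of which ATF4 also regulates, 10 were lower, among them CARS (-1.51) and AARS (-1.22), and 9 were higher, among them AIMP2 (1.85), with a median of 0.11 (camera adjusted p = 0.867; 10 lower and 11 higher when adjusted over the list alone).

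Lower ATF4 RNA is argued against as the source of this pattern, since ATF4 RNA was higher with DHOK (log2 fold change 0.74). The list's median was -1.27 or lower under TMM, DESeq2, upper quartile and total-count scaling, so the choice among these does not account for the pattern. These scalings moved log2 fold changes by a median of -0.112 at the largest, and a larger shift common to all genes was not tested. Removing trends with transcript length and GC content left a median of -1.23, which argues against these as the source. The 95% bootstrap interval, -1.92 to -0.50, resamples the list's genes, which are not independent, and leaves out the spread between libraries. A candidate explanation that stays open is that DHOK inhibits protein synthesis, which would lower ATF4 protein and raise RNAs that translation removes, such as those of small nucleolar RNA host genes. The criterion set beforehand was met, with a median of 0.27 for these host genes and a camera adjusted p of 0.0303, but the 95% bootstrap interval of -0.18 to 0.48, a requirement added after the result was seen, includes 0 and the adjusted p was 0.499 with an estimated correlation. The libraries hold no measure of protein synthesis or of ATF4 protein. In SW620 cells with DHOK, the paper reports more phosphorylation of mTOR and of proteins of its pathway. It reads this as activation of mTOR, which it describes as believed to promote protein synthesis. How those blots bear on this candidate was not tested.

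The small nucleolar RNA host genes had a median log2 fold change of 0.27, with 9 of 23 higher and 6 lower (10 and 6 when adjusted over the list alone), SNHG1 at 2.47 and SNHG10 at -1.25, and their list missed the threshold without control replicate 3 (adjusted p = 0.0927), DHOK replicate 1 (0.0667) and DHOK replicate 2 (0.141), and by limma-voom (0.242), while without DHOK replicate 3 the median was 0.0605. Genes of cholesterol synthesis had a median of -1.104, with 20 of 25 lower and 1 higher (20 and 1 when adjusted over the list alone; camera adjusted p = 6.0e-11; adjusted p = 0.0170 with an estimated correlation), and INSIG1, a sterol sensor, fell from 61.4 ± 0.534 to 7.43 ± 0.276 CPM (SD, n = 3), LSS, the lanosterol synthase, had a log2 fold change of -1.69 and PMVK, a kinase of the mevalonate pathway, rose (0.47). Immediate early genes had a median of 0.59, with 21 of 35 higher and 9 lower (21 and 9 when adjusted over the list alone; camera adjusted p = 0.0377; adjusted p = 0.510 with an estimated correlation and 0.0646 with the stricter filter), FOSL1 at 1.74 and EGR1 at -2.47. Replication-dependent histone genes had a median of 0.79, with 13 of 26 higher and the other 13 not past the test (13 higher when adjusted over the list alone; camera adjusted p = 0.0377; adjusted p = 0.199 with an estimated correlation and 0.0750 with no filter on low counts), HIST1H1C at 2.11 among them. All 13 genes encoded in mitochondrial DNA were lower with DHOK (13 when adjusted over the list alone), with a median of -0.69 (camera adjusted p = 3.4e-04; adjusted p = 0.510 with an estimated correlation) and MT-ND6 at -0.95.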

How the results depend on the processing

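Total-count scaling and the settings without genes of the mitochondrial chromosome or without genes that jump between replicate libraries were chosen after the data were seen. No log2 fold change of a named gene and no median of a list changed sign where either value passed the test. The log2 fold changes of MAPK14 and TUBA1A (5 values) and the medians of 6 gene lists (24 values), none past the test, changed sign under some settings. The 100 genes of lowest p had more higher than lower genes with edgeR (64 and 36) and fewer with the authors' p-values (45 and 55). The counts of higher and lower genes stayed within 1.5 times except at 2-fold under the stricter filter on low counts, which tests 11376 genes and called 861 higher and 1377 lower. Without 1 library at a time, there were 4059 to 4298 genes higher with DHOK and 4163 to 4516 genes lower with DHOK, and 1501 to 1562 genes higher by at least 2-fold and 2425 to 2686 genes lower by at least 2-fold, with 2 libraries left in a group. Upper quartile and total-count scaling lowered the median log2 fold change of all genes by 0.112 (-0.112), so changes of that size depend on the scaling. There were 3879 higher and 5657 lower genes with upper quartile scaling and 3850 and 5645 with total-count scaling, so the share of called genes that were higher fell from 48.48% to 40.68% and 40.55%. The 16 genes of Figure 2F were called under every setting that tested them, and the stricter filter tested 13. Of 33 gene lists, 13 passed camera, 11 to 13 without 1 library, 4 with an estimated correlation and 28 by fry, which does not compare a list with other genes. Of the terms of Figure 2C, 5 passed, against 1 with higher genes alone, 3 with lower genes alone and 10 with all annotated genes as background, which adds genes that could not be called. Of the pathways of Figure 2D, 1 passed, against 0 with no fold threshold by Fisher's exact test, 2 with the authors' significant genes and 3 with all annotated genes as background. No compartment of Figure 2B passed, against 3 with no fold threshold, 1 with higher genes alone, 2 with lower genes alone and 6 with all annotated genes as background. For the other settings of the terms the cause was not tested. Of 3518 values of 208 named genes under these settings, 3414 kept their side of the threshold, 99 (in 21 genes) no longer passed and 5 (in 2 genes) newly passed. For the lists taken singly these numbers were 514 of 558, 26 and 18, and for the terms 182 of 215, 10 and 23.

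Deviations of libraries with the same replicate number hardly correlated across genes (r = 0.0038, 0.0172 and 0.0122). Those of libraries with different numbers had r of -0.029 to 0.0174. No pairing stood out, so the numbers were not taken as pairs. With the replicate block, there were 4259 genes higher with DHOK and 4296 genes lower with DHOK, 1457 genes higher by at least 2-fold and 2392 genes lower by at least 2-fold, 12 gene lists passed and 16 genes of Figure 2F. The planned settings of the FPKM pseudocount and of quantile normalization were not run, since counts were tested. A simulated 2-fold change was recovered for 19 of 67 genes, but with 200 genes changed in the simulation and 9457 called in the data. Adjustment is stricter with few changed genes, so this share does not measure the power in the data. A gene that did not pass is not shown to be without a change, and how large a change could be missed was not tested.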

Differences from the paper's values

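The paper's count of downregulated genes in Figure 2E is 55, and 36 of the 100 genes of lowest p from edgeR were lower here. The paper's text does not state how these genes were chosen, and taking 100 genes was a choice made after its counts were known. Of the alternatives set before the data were examined, the count equaled the paper's with the authors' p-values (55). It differed from it, but by no more than 1.5 times, with no filter (40), the stricter filter (44), DESeq2 (42), upper quartile scaling (47), the replicate block (45), without control replicates 1 (39), 2 (38) or 3 (39) and without DHOK replicates 2 (40) or 3 (40). The gap stayed above 1.5 times with limma-voom (30) and without DHOK replicate 1 (32). Unadjusted p-values leave the ranking as it is (36) and are no test of the gap.

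The log2 fold changes of 7 genes of Figure 2F differed by more than the standard error. The standard error covers spread between libraries and not a difference in scaling. The values of the figure are the paper's, read by eye. ATG101 had a log2 fold change of 1.13 here and about 1.0 in Fig. 2F. In the figure and here, EIF4EBP1 was about -1.2 and -1.09, SQSTM1 about 1.3 and 1.43, ULK1 about -2.9 and -2.75, WIPI1 about -1.5 and -1.31, and WIPI2 about -1.1 and -0.99. For these 6 genes, the gap closed with the stricter filter and with upper quartile scaling, and also with total-count scaling, which was chosen after seeing the values and drops none of the 16 genes of the figure. Of the other alternatives set before the data were examined, the gap also closed for EIF4EBP1 without control replicate 1 or 2, for SQSTM1 and WIPI2 without control replicate 2, for WIPI2 without DHOK replicate 3, for ULK1 and WIPI1 without DHOK replicate 1, and for WIPI1 without control replicate 1, without DHOK replicate 2 and by limma-voom. In the authors' deposited table, the log2 values are logarithms of ratios of mean FPKM. There ATG101 has 1.004, EIF4EBP1 -1.211, SQSTM1 1.306, ULK1 -2.884, WIPI1 -1.447 and WIPI2 -1.113. All but WIPI1, which rounds to -1.4, match the figure at its rounding. Over all genes tested, the deposited log2 values differed from those here by a median of -0.124 (deposited minus here). The gaps of these 6 genes go the same way. The gap stayed open under the other alternatives, which were no filter, DESeq2 and the replicate block for all 6, limma-voom for 5 of them, and the remaining settings without 1 library. Unadjusted p-values and the authors' p-values leave a fold as it is and are no test of these gaps.

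PIK3CD was about -2.5 in Fig. 2F and -1.53 here, and no alternative that can change a fold closed this gap. In the authors' deposited table, PIK3CD has a log2 fold change of -1.66 and PIK3CD-AS2, a gene of the opposite strand at the same locus, has -2.46 with a p-value of 5.2e-12, and both match what the figure prints for PIK3CD. The p-values the figure prints for ATG2A and ATG9B match the q-values of the deposited table (3.7e-12 and 8.25e-04), not its p-values.

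The paper states that the enriched GO terms were mainly those of autophagy, naming autophagosome formation, lysosomal transport, mitophagy and regulation of autophagy. Of the 14 terms of Figure 2C, 5 passed here, and of the 7 on autophagy and lysosomes these were lysosomal lumen and regulation of autophagy of mitochondrion. Autophagosome (adjusted p = 0.372, Fisher's exact test) and autophagy of mitochondrion (0.306) passed under no setting run. Lysosomal transport, regulation of autophagy and lysosome passed with all annotated genes as background, and lysosome also with lower genes alone. The paper names VEGF, mTOR, p53, TNF, MAPK, Ras, Wnt and FoxO among the KEGG pathways of its targets. Genes of each changed here, but none of these pathways passed after adjustment, with TNF (28 genes changed where 20.5 were expected), MAPK (57 and 51.3), Wnt (33 and 28.1) and Ras (42 and 38.0) above expectation and the other 4 below it. TNF passed with all annotated genes as background (adjusted p = 0.0488, Fisher's exact test), and the 6 others of Figure 2D passed under no setting run. The paper states from Figure 2F that autophagy fell with the downregulation of autophagy genes. It also reports lower LC3 protein, with and without chloroquine, and fewer autophagosomes under rapamycin when DHOK was added. Under rapamycin in other cell lines, it reports fewer GFP-LC3 puncta, less lysosomal acidification and fewer autolysosomes with DHOK. In xenograft tumors, it reports more p62 protein. Of the 16 genes of Figure 2F, 12 were lower here as in the figure, WIPI1, WIPI2, ATG2A and ATP6V0A4 among them. Over 350 genes with an autophagy annotation, 108 were lower and 111 higher at an adjusted p under 0.05 alone. By at least 2-fold as well, 48 were lower and 28 higher, against 2737 and 1582 of all genes tested and 1856 and 1304 of the protein-coding ones. The 350 genes include inhibitors of autophagy such as MTOR, so their counts do not measure autophagy and are no test of the paper's statement.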

Other observations

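The tests of transcript length and GC content, of scaling and of genes that jump between replicate libraries were chosen after the results were seen, and those of the V-ATPase and of the G2/M list before. Genes of DNA replication and S phase rose more often than they fell with DHOK, with 25 of 50 higher, 9 lower and a median log2 fold change of 0.23 (26 and 9 when adjusted over the list alone; camera adjusted p = 0.0405; adjusted p = 0.371 with an estimated correlation). CDC6, a factor that licenses replication origins, rose from 53.2 ± 5.10 to 123 ± 4.04 CPM (SD, n = 3) and MCM10 had a log2 fold change of 0.95, while LIG1, a DNA ligase, fell (-1.15). Without control replicate 1 the adjusted p of this list was 0.0532, with upper quartile scaling 0.119 and with the stricter filter 0.242. Genes of glycolysis and the hypoxia response were higher in 18 of 31 cases and lower in 7 (18 and 8 when adjusted over the list alone; median 0.25, camera adjusted p = 0.105, and 0.0219 with no filter), with LDHA at 1.21, ENO1 at 1.15 and ALDOC at -1.94. Of 23 NRF2 targets, 8 were lower and 6 higher (9 and 6 when adjusted over the list alone), with AKR1C2 at -2.08 and SRXN1 at 1.43, and their median of 0.030 differed in sign from their mean of -0.26 and from camera's direction (adjusted p = 0.346).

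Colon epithelial markers went both ways, with 3 of 9 higher and 2 lower (3 and 2 when adjusted over the list alone; median -0.39, camera adjusted p = 0.566), which were CDX2 (1.33), KRT19 (0.50), KRT18 (0.50), VIL1 (-1.44) and CDH1 (-0.88). Of 5 fibroblast markers tested, THY1, named after its value was seen, and VIM were higher (2.21 and 0.67) and LUM (-1.91) and COL1A1 (-1.55) lower, and their median of 0.37 differed in sign from their mean of -0.043 and from camera's direction (adjusted p = 0.762). Of 6 leukocyte markers, CD8A was higher (1.28) and CD4 (-3.71) and LYZ (-2.896) were lower (median -0.11, camera adjusted p = 0.500), CD8A and LYZ being named after their values were seen. The 3 endothelial markers tested had a median of 0.051 (camera adjusted p = 0.995). Counts adjusted over the list alone were the same for these 3 lists.

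Lysosomal hydrolases fell together with DHOK (median -1.03). Their median was -1.02 or lower under TMM, DESeq2, upper quartile and total-count scaling, so the choice among these does not account for the fall. A shift common to all genes and larger than these scalings differ was not tested. Removing trends with transcript length and GC content left a median of -0.81, which argues against these as the source. The 95% bootstrap interval, -1.13 to -0.40, resamples the list's genes, which are not independent. A candidate explanation that stays open is lower activity of TFEB and TFE3, the factors that drive lysosomal genes. It called for the V-ATPase subunits to fall with the hydrolases, and their median of -0.14 (95% bootstrap interval -0.59 to 0.021) leaves this undecided. Of 8 genes of the TFEB family and its regulators, TFE3 RNA was higher (0.68) and PPARGC1A, named after its value was seen, was lower (-2.92), with a median of -0.067 (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.995).

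Genes of the G2 and M phases were lower with DHOK at 24 h, with 32 of 50 lower, 1 higher and a median of -0.49 (33 and 3 when adjusted over the list alone; camera adjusted p = 5.2e-06; adjusted p = 0.199 with an estimated correlation), TOP2A at -1.91, CDCA3 at -1.80 and CENPF at -1.79 among them. BUB3, the gene that was higher (0.20, adjusted p = 0.020), missed the threshold without control replicate 1 (0.0645), DHOK replicate 2 (0.0569) or DHOK replicate 3 (0.0699) and with upper quartile scaling. The paper reports arrest in G2/M by flow cytometry (Figure 1F), from cells treated for longer. More cells in G2/M at the time of the RNA would be expected to raise this median. It was not raised (95% bootstrap interval over the list's genes, which are not independent, -0.79 to -0.28). RNA of pooled cells cannot tell the number of cells in a phase from the RNA per cell, so such an accumulation is not excluded. Removing trends with transcript length and GC content left a median of -0.41, which argues against these as the source of the lower values. Counts that jump between replicate libraries were found in 1 of the 50 genes, so that leaving it out (median -0.49) could hardly move the median and was no test of them. Whether DHOK lowers these genes through transcription or through fewer dividing cells at 24 h was not tested.

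Of the genes whose proteins the paper blots or stains, MAP1LC3B had a log2 fold change of -0.42 (adjusted p = 0.27), BECN1 -0.17 (0.085), MTOR 0.15 (0.15) and MAPK14 0.12 (0.86; -0.24, -0.0415 and -0.10 without control replicate 1, DHOK replicate 1 and DHOK replicate 2), and none of these passed the test. AKT1 (-0.63, adjusted p = 0.041) missed the threshold without DHOK replicate 1 (0.0617), 2 (0.106) or 3 (0.111). TSC2 (-0.34, adjusted p = 0.036) missed it without control replicates 1 (0.0804) or 3 (0.0717) and without DHOK replicates 1 (0.0934), 2 (0.0812) or 3 (0.0826). MAPK8 (-0.37, adjusted p = 0.019) missed it without control replicates 1 (0.0635) or 2 (0.0586) and DHOK replicate 1 (0.0720). RPS6 (0.14, adjusted p = 0.038) missed it without control replicates 1 (0.117), 2 (0.0773) or 3 (0.0606) and DHOK replicates 2 (0.0956) or 3 (0.0563). MKI67 (-1.23, adjusted p = 0.031) missed it without control replicates 2 (0.0934) or 3 (0.0640) and DHOK replicates 1 (0.102) or 2 (0.0896). Of the reference genes, ACTB had a log2 fold change of -0.68 (adjusted p = 0.0061), GAPDH 0.19 (0.030), TUBA1B -0.17 (0.022) and TUBA1A 0.13 (0.81). GAPDH missed the threshold without control replicates 1 (0.0948) or 2 (0.0819) and DHOK replicate 2 (0.0768), and with the stricter filter, upper quartile scaling, total-count scaling and the authors' p-values. TUBA1B missed it without control replicates 1 (0.0803) or 3 (0.0601) and DHOK replicate 1 (0.0859), and with no filter and the authors' p-values. TUBA1A passed without control replicate 2 (0.743, adjusted p = 0.0328) and had -0.106 and -0.0927 without control replicates 1 and 3. MKI67, MAPK14 and TUBA1A belong to 473 of 7929 genes (5.97%) whose counts jumped at least 2-fold between replicate libraries of a group, 110 of them in both groups where 10.7 would do so by chance.

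DHOK and control libraries differed in 9457 genes, and the highest count over the other splits of the 6 libraries into 3 and 3 was 1. With the real split counted there are 10 splits, and none of the other 9 gave a count as large, but 10 are too few for a share under 0.05.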
